# PLETHORAs shape Arabidopsis phyllotaxis through modulation of patterning robustness and accelerated inflorescence development

**DOI:** 10.1111/nph.70620

**Published:** 2025-10-11

**Authors:** Merijn Kerstens, Freek van der Klugt, Hugo Hofhuis, Ben Scheres, Viola Willemsen

**Keywords:** *Arabidopsis thaliana*, chirality, DAP‐seq, inflorescence meristem, phyllotaxis, PLETHORA, RNA‐seq, torsion

## Abstract

- Phyllotaxis is the arrangement of lateral organs on a stem axis, which in Arabidopsis follows a spiral pattern. We previously described that loss of three PLETHORA (PLT) transcription factors shifts the phyllotactic spiral to novel metastable patterns, but the mechanism behind these shifts remained unclear.
- In this study, we aimed to fill this knowledge gap by performing a detailed analysis of phyllotaxis in *plt* rosettes, inflorescences, and meristems. We supplement our quantitative measurements with transcriptomic profiling of *plt3 plt7* meristems, genome‐wide *in vitro* binding assays, and an EMS enhancer screen in *plt3 plt5 plt7*.
- Contrary to earlier beliefs, primordium positioning at the inflorescence meristem is only subtly noisier in *plt3 plt5 plt7*, which we attribute to loss of PLT‐controlled regulation of auxin and cytokinin networks. However, the meristematic patterning defects alone cannot explain the large deviations from the spiral pattern in mature mutant inflorescences. Instead, accelerated inflorescence development of *plt3 plt5 plt7* generates larger patterning deviations through the joint action of meristem chirality and stem torsion. We demonstrate the importance of the relationship between chirality, torsion, and internode length in tissue‐twisting mutants.
- We conclude that shoot meristematic PLTs provide robustness to primordium patterning and phyllotaxis through the integration of developmental processes during bolting.

## Introduction

The nonrandom position of lateral organs on a stem(‐like) axis is called phyllotaxis. In the great majority of plants including Arabidopsis (*Arabidopsis thaliana* (L.) Heynh.), leaves and/or flowers are positioned in a spiralling fashion with the divergence angle between two successive organs approaching *c*. 137.5°, the ‘golden angle’ (Kuhlemeier, 2007). From a vertical perspective, lateral organs are separated from each other through the growth of internodes, which together with circumferential patterning shapes aboveground plant architecture across the plant kingdom.

Lateral organ primordia are initiated in the shoot apical meristem (SAM) at the top of the plant. The SAM is a highly organised structure consisting of a stem cell niche in the central zone (CZ), around which leaves and/or flowers arise sequentially in the peripheral zone (PZ) surrounding the CZ. The stem cell pool is maintained through a regulatory feedback loop between CZ‐localised CLAVATA3 (CLV3) peptide and stem cell‐promoting factor WUSCHEL (WUS), which is expressed underneath the CZ in the organising centre (OC) (Brand *et al*., 2000; Schoof *et al*., 2000). In Arabidopsis, lateral organ initiation occurs distinctly in the vegetative (rosette) and generative (inflorescence) phases. In the rosette, the cotyledons and first two true leaves arise simultaneously at a *c*. 180° angle, after which subsequent leaves gradually convergence on the golden angle through damped oscillations (Mündermann *et al*., 2005; Smith *et al*., 2006). During the vegetative phase, internodes are short due to the mitotic inactivity of the so‐called rib zone below the OC, giving rise to a typical rosette habit. After floral transition, in which the SAM transforms into the inflorescence meristem (IM), cells in the rib zone are activated, leading to the formation of internodes and an inflorescence (Jacqmard *et al*., 2003). The spiral pattern of the rosette leaves is thus propagated to flower primordia, and thereafter flowers on the bolt.

It is firmly established that auxin signalling and transport through the polar efflux carrier PIN‐FORMED1 (PIN1) is the pivotal process underlying pattern formation at the shoot apex. Inhibiting PIN1‐mediated efflux with *N‐*1‐naphthylphthalamic acid (NPA) or through mutagenic approaches causes perturbations in SAM leaf patterning and IMs devoid of flower primordia (Okada *et al*., 1991; Reinhardt *et al*., 2000; Guenot *et al*., 2012). Nevertheless, the exact roles of levels, fluxes, and temporal integration remain disputed. In the classical model (Reinhardt *et al*., 2003; Heisler *et al*., 2005; de Reuille *et al*., 2006; Jönsson *et al*., 2006; Smith *et al*., 2006), feedback mechanisms would cause repolarisation of PIN carriers towards a local maximum, thereby accumulating more auxin and depleting the surrounding area. The depletion would restrict the formation of successive maxima to specific positions at the SAM and IM, generating the phyllotactic spiral. More recently, it was found that auxin maxima travel faster from the CZ than cells divide radially, and that PIN polarity reversal only occurs from the seventh flower primordium (P_7_) onwards (Galvan‐Ampudia *et al*., 2020), which is incompatible with the former model (Reinhardt *et al*., 2003; Heisler *et al*., 2005; de Reuille *et al*., 2006; Jönsson *et al*., 2006; Smith *et al*., 2006). An additional layer of overlooked complexity in both models is that cytokinin inhibitory fields also contribute to phyllotactic regularity (Besnard *et al*., 2014).

The initial position of organ primordia at the SAM/IM can be adjusted post‐initiation through twisting of the stem. It was shown that mutations in *CELLULOSE SYNTHASE INTERACTING 1* (*CSI1*) and *SPIRAL2* (*SPR2/TORTIFOLIA1*) cause oblique cortical microtubule arrays, leading to consistent counterclockwise torsion to resolve local mechanical conflict (Landrein *et al*., 2013; Verger *et al*., 2019). Torsion could then displace *c*. 137.5° divergence angles to smaller or larger values, depending on whether an IM produced primordia in a clockwise or counterclockwise fashion, respectively (Landrein *et al*., 2013). This shows that internodes do not only affect vertical patterning, but circumferential patterning as well.

We previously showed that the three PLETHORA (PLT) transcription factors expressed in the SAM and IM influence phyllotaxis (Prasad *et al*., 2011; Pinon *et al*., 2013). In the *plt3 plt5 plt7* triple mutant, the spiral arrangement of flowers on the inflorescence stem shifted noticeably to alternate decussate (90°–90°) or distichous patterns (180°–180°), although not consistently between experiments. Moreover, the transition of rosette leaves from a decussate to spiral arrangement was delayed to leaves 3 and 4 (Prasad *et al*., 2011). PLT activity in the CZ was required to rescue the triple mutant phenotype, which exhibited reduced auxin signalling due to compromised auxin biosynthesis (Pinon *et al*., 2013). However, it remained unclear why divergence angles switched to metastable 90° or 180° arrangements and whether auxin biosynthesis was the central process regulated by PLTs.

In this study, we used detailed phenotyping methods to reassess how PLTs regulate phyllotaxis. We discovered that inflorescence phyllotaxis in the *plt3 plt5 plt7* mutant does not adopt novel metastable patterns, but rather decreases the regularity of the spiral configuration. Through RNA‐ (RNA‐seq) and DAP‐sequencing (DAP‐seq), we identified that PLTs directly regulate known primordium positioning genes involved in auxin and cytokinin signalling, and we describe a newly identified weak *pin1* allele that requires the loss of PLTs to display an organ initiation phenotype. However, closer inspection revealed that primordium positioning defects *in plt3 plt5 plt7* and IMs could not explain the divergence angles on the inflorescence. Instead, the *plt* triple mutant bolts earlier and grows faster, resulting in longer internodes which, together with inherent counterclockwise stem torsion, displaces divergence angles from their initial spiral arrangement in a chirality‐dependent fashion. We further confirmed the impact of stem torsion on phyllotaxis by analysis of twisting mutants. We thus redefine the role of PLTs in phyllotaxis as providing patterning robustness to the SAM/IM.

## Materials and Methods

### Plant materials and growth

*plt3 plt7*, *plt3 plt5 plt7*, *plt3 plt4 plt5 plt7*, and *plt3 plt5 plt7‐t* have been described previously (Prasad *et al*., 2011; Kerstens *et al*., 2021). *spr2‐2* (CS6549), *tor2* ^*T56I*^ (CS68879), and *tor2* ^*S178Δ*^ (CS68881) were provided by the Arabidopsis Biological Resource Center. Seeds were germinated on a ½‐strength Murashige & Skoog (½MS) medium (1% plant agar, 2.2 g l^−1^ Murashige and Skoog medium + vitamins, 0.5 g l^−1^ MES, pH 5.8; Duchefa) after HCl‐surface sterilisation and overnight stratification in 0.1% agarose at 4°C, except for EMS and IM DAP‐seq/RNA‐seq seeds, which were directly sown on soil. Seedlings intended for phyllotactic measurements were transferred to potting soil at 7 d post germination (dpg). Seedlings intended for SAM RNA‐seq were grown on a nylon mesh on top of ½MS medium +0.8% plant agar. Seedlings in plates were grown in long day conditions (16 h light, 8 h dark) at 22°C under Sylvania LUXLINE plus F18W/840 fluorescent tube lights (80 μmol·m^−2^·s^−1^, red : blue 1.4 : 1.0, red : far‐red 7.9 : 1.0). Plants in soil were grown in long day conditions at 22°C and 60% relative humidity under Lumeco LED Pro 1200 tube lights (150 μmol·m^−2^·s^−1^, red : blue 2.1 : 1.0, red : far‐red > 10.0 : 1.0). In the previously published analyses of *plt3 plt5 plt7‐t* (Prasad *et al*., 2011; Pinon *et al*., 2013), plants were grown at higher relative humidity (70%) and illuminated at lower light intensity by Sylvania GROLUX fluorescent tube lights (100 μmol·m^−2^·s^−1^, red : blue 1.4 : 1.0, red : far‐red > 10.0 : 1.0).

### Cloning

Unless specified otherwise, plasmids originate from the MoClo and Plant Parts kits (Weber *et al*., 2011; Engler *et al*., 2014). *pDR5::3xVENUS* was created by assembling a *pDR5rev2‐omegaTMV* fragment amplified from pMT280 (Thelander *et al*., 2019) in pICH41295 (Addgene #47997), *3xnlsVENUS* amplified from R2D2 (Addgene #61629; Liao *et al*., 2015) in pICH41308 (Addgene #47998), and pICH41421‐NOSt (Addgene #50339) in pICH47742 (Addgene #48001) through Golden Gate cloning (Engler *et al*., 2014). Thereafter, the *pDR5::3xVENUS* module was combined with a *p35S::DHFR* cassette and the linker pICH41744 (Addgene #48017) into pAGM4723 (Addgene #48015). *p35S::DHFR* was assembled in pICH47732 (Addgene #48000) from pICH51277‐p35S (Addgene #50268), pICH41414‐35St (Addgene #50337), and a *DHFR* amplicon amplified from pGreenII124 (Hellens *et al*., 2000) in pICH41308. The construct was inserted in the *plt3 plt5 plt7 pin1* ^*T600I*^ genome through Agrobacterium C58C1 pMP90 floral dip (Clough & Bent, 1998). The DAP‐seq constructs pSPUTK‐GG 3xFLAG‐PLT3 and pSPUTK‐GG 3xFLAG‐GFP were described previously (Kerstens *et al*., 2024). Similar constructs were assembled for *PLT5* and *PLT7* by combining pSPUTK‐GG (Kerstens *et al*., 2024), pICSL30005 (Addgene #50299), and one BsaI‐cPLT5 amplicon or four BsaI‐cPLT7 amplicons through BsaI cloning. Primers are listed in Supporting Information Table S1.

### Confocal microscopy

IMs and epidermal cell files were collected in Renaissance (RS2200) solution (Musielak *et al*., 2015) and stored at 4°C until imaging. Tissues were imaged on a Zeiss LSM710 confocal microscope with an excitation wavelength of 405 nm for RS2200 and 514 nm for VENUS signal. Before imaging with a water‐dipping lens, IMs were positioned upright in 3% agarose and submerged in Milli‐Q water.

### EMS mutagenesis and variant mapping

Dry *plt3 plt5 plt7* seeds were soaked under continuous agitation in 0.18% EMS for 16 h. The mutagenized seeds were washed eight times with 50 ml Milli‐Q water and dried on Whatman paper. M_1_ plants were grown in pools containing five genotypes each, then selfed before screening for recessive phenotypes in the M_2_. *pin1* ^*T600I*^ was identified by sequencing (150 bp paired‐end reads; NovaSeq6000; GenomeScan BV) the backcross parent and F_2_ of the first backcross (BC_1_F_2_) in two pools of 30 plants each, that is, a no‐phenotype (‘pheno‐’) pool containing wild‐type (WT) and heterozygous seedlings, and a ‘pheno+’ pool with only homozygous mutants. Reads were mapped to the TAIR10 reference genome with BWA‐MEM v.0.7.17 (Li, 2013), and variant calling was performed with GATK v.4 (McKenna *et al*., 2010) using its recommended basic filter settings. After subtraction of backcross parent variants, the following criteria for causal variant detection were used: biallelic variants only, allele depth 10–500 (median depth = *c*. 100), WT allele frequency in the ‘pheno−’ pool 0.30–0.90 (expected: 0.67) and < .05 in the ‘pheno+’ pool (expected: 0.00). BC_2_F_2_ plants were used for phenotyping.

### Plant measurements

Rosette phyllotaxis was measured from top‐view photographs of 4‐wk‐old rosettes using the angle tool in Fiji (Schindelin *et al*., 2012). For quantifying inflorescence phyllotaxis, bolts were guided upwards by sticks protruding 32 cm from the soil level and wooden clothespins, taking care to avoid twisting around the stick. Same‐age inflorescence phyllotaxis and internode length were measured in same‐age (7‐ to 8‐wk‐old plants > 32 cm) or same‐height (32 cm) plants, after removal of the top *c*. 3 cm. Internodes were measured with a ruler or digitally from scanned images. Phyllotaxis was measured with a 360° protractor. Chirality was attributed to an inflorescence based on the most frequent direction; plants without dominant chirality were discarded. Chirality was assigned manually to *tor2* ^*T56I*^ due to its extreme counterclockwise torsion. When plotting divergence angle against internode length, M‐shaped motif permutations (Besnard *et al*., 2014) were removed from the data based on the criterion: angle *i* ≥ 202.5°, angle *i* + 1 > 180°, angle *i* + 2 ≥ 202.5°. IM area was measured by making top‐down maximum intensity projections of confocal z‐stacks through the IM, then quantified manually by using the polygon selection tool in Fiji. The IM area was defined as the projected area not belonging to morphologically distinguishable flower primordia. Phyllotaxis at the IM was measured with the angle tool in Fiji, using the intersection of lines drawn straight through the middle of four to six primordia to determine the IM centre. Torsion was measured on confocal images of epidermal cell files of 7‐ to 8‐wk‐old inflorescences. Images were rotated to be parallel to the vertical axis of the stem, after which torsion was quantified with the angle tool in five nonadjacent cell files and averaged per image.

### Statistics

For pairwise comparisons, the significance of normally distributed groups was determined with Welch's *t*‐tests (assuming unequal variances), and that of non‐normally distributed groups with Wilcoxon rank‐sum tests. Percentages and proportions were compared with *z*‐tests (with ‘Yates’ continuity correction). Multiple testing corrections were performed using the Benjamini‐Hochberg method. ANOVA was used to compare multiple normally distributed groups, succeeded by Tukey's *post hoc* tests. Testing direction (i.e. left‐tailed, right‐tailed, or two‐tailed) was selected as the best suitable for each null hypothesis.

### RNA sequencing

RNA‐seq was carried out in five replicates of *c*. 50 SAMs and *c*. 50 IMs on 5 separate days within the same 40‐min window (20 replicates per min). SAMs from 7 dpg seedlings were manually dissected by cutting off the cotyledons, the two first true leaves and most of the hypocotyl; IMs were dissected from 31 to 33 dpg inflorescences, removing flowers and flower primordia until *c*. 10 primordia were left. Tissue was collected in 200 μl RNAlater (Invitrogen) on ice, which was removed after adding 750 μl Milli‐Q water before freezing in liquid N_2_. RNA was extracted with the LogSpin protocol (Yaffe *et al*., 2012), treated with DNaseI (Qiagen), then purified with EtOH purification. The libraries were sequenced on a NovaSeqX Plus at GenomeScan BV. Data analysis was performed by trimming the reads with fastp v.0.23.4 (Chen *et al*., 2018), then pseudo‐aligning to the TAIR10.1 cDNA transcriptome with kallisto v.0.46.1 (Bray *et al*., 2016). Differentially expressed genes (DEGs) were determined using DESeq2 v.1.42.1 (Love *et al*., 2014) with the standard settings, keeping genes with at least 10 counts across all five replicates, specifying harvest week covariate in the model, and defined as genes with > 25% increased or reduced expression. Gene counts were normalised visualised with the plotCounts() function.

### DAP sequencing

DAP‐seq was carried out in two replicates of *c*. 500 SAMs and *c*. 500 IMs each. SAMs from 9 dpg seedlings were dissected as described above. IMs from 4‐ to 8‐wk‐old inflorescences were dissected as described above. Tissues were collected on ice and snap‐frozen in liquid N_2_. DAP was carried out as described previously (Kerstens *et al*., 2024) and sequenced on a NovaSeq6000 platform at GenomeScan BV. Analysis was carried out as described previously, with modifications. Peaks called were called with MACS3 (Zhang *et al*., 2008) at a q‐value threshold of 0.1 for all individual samples, merging peaks within 100 bp (‐‐max‐gap 100). 

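Each deposited peak list holds the peaks of 1 library, as they stood before the replicates were compared. The comparison was repeated here with a re-implementation of the IDR model, in which peaks of replicate 1 are matched with overlapping peaks of replicate 2 and the ranks of the matched peaks are described as a mixture of a reproducible and an irreproducible component. Peaks were ranked by fold enrichment, the default of the software for this kind of file, since the methods do not name the ranking value. For PLT3, 20404 peaks were matched between the replicates in the SAM and 23154 in the IM, and 100% and 99.7% of them had an IDR below 0.05. In both PLT3 fits the mean of the reproducible component ended at its lower limit of 0, a fit in which the components are poorly separated. For PLT7, 98.3% of the 23465 matched peaks in the SAM and 96.9% of the 27795 in the IM passed the threshold. For PLT5, only 20.8% of 2824 matched peaks in the SAM and 29.8% of 5959 in the IM did. When peaks were ranked by p-value instead, 81.0% of the matched PLT3 peaks passed in either tissue, and the PLT5 shares were 25.6% in the SAM and 39.9% in the IM.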

The peaks identified in individual replicates were then subjected to Irreproducible Discovery Rate (IDR) analysis (https://github.com/nboley/idr; v.2.0.3), retaining reproducible peaks with q‐values below 0.05. 

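The GFP libraries serve as a control for DNA that is recovered without a PLT. Reproducible peaks were discarded here when they shared at least 1 bp with a peak of either GFP replicate from the same tissue. In the SAM this applied to 6.51% of the PLT3 peaks, 16.5% of the PLT5 peaks and 6.48% of the PLT7 peaks. In the IM, where more GFP peaks were called, it applied to 9.81%, 13.7% and 9.78%, respectively. To see how much overlap arises by position alone, the peaks were moved to random positions on their own chromosomes 100 times. The shuffled peaks overlapped GFP peaks in 6.29% (PLT3), 8.22% (PLT5) and 5.98% (PLT7) of cases on average in the SAM and in 10.1%, 10.3% and 9.38% in the IM. The observed share lay above all 100 shuffles for PLT5 in both tissues and for PLT7 in the SAM, where the highest shuffled share was 6.39%. For PLT3 in both tissues and for PLT7 in the IM it lay within the range of the shuffles.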

Peaks overlapping at least 1 bp with a GFP DAP peak were removed. Fragments of reads in peaks (FRiP) were calculated by dividing the number of filtered, mapped reads within peaks by the total number of filtered, mapped reads per sample. For peak overlap between data sets, peaks required at least 50% reciprocal overlap to be counted. Motif analysis was carried out on peak summits flanked by 50 bp with MEME‐ChIP (Machanick & Bailey, 2011), specifying at maximum motif width of 16.

### Phyllotactic simulations

Phyllotactic simulations relied on the trigonometric representation of the stem as proposed previously (Landrein *et al*., 2013):

(Eqn 1) $$\delta_{f}=\delta_{i}+\tan\left(\alpha \right)\;I/r$$

In which δ_f_ is the final divergence angle, δ_i_ the initial divergence angle at the IM, α the torsion angle, *I* internode length, and *r* stem radius. *In silico* Col‐0 and *plt3 plt5 plt7* inflorescences, each containing 30 internodes, were generated as follows: each internode was assigned an internode length (*I*) based on experimental data from a pseudo‐normal distribution (prohibiting negative values), using the mean and SD per position. Stem radius (*r*) was derived from a quadratic fit of experimental data, setting the maximum position to 35, then retaining the first 30 values per genotype to account for removing the top 3 cm of the bolt before measuring phyllotaxis. IM divergence angles (δ_i_) were derived from experimental data of young (*c*. 0.5–3.0 cm) IMs, assigning an initial divergence angle from a pseudo‐normal distribution to each internode. Torsion angles per internode (α) were drawn from the same normal distribution for both Col‐0 and *plt3 plt5 plt7*, pooling torsion measurements from both lines. The IM divergence angles (δ_i_) were then modified as described in Eqn 1 and binned in the same way as the experimental inflorescence data.

## Results

### PLETHORAs increase pattern robustness of inflorescence phyllotaxis

We previously described that inflorescences of the *plt3 plt5 plt7* T‐DNA mutant (*plt3 plt5 plt7‐t*) in a mixed background (Col‐0 × Col‐3) adopted metastable nonspiral phyllotactic patterns (Prasad *et al*., 2011; Pinon *et al*., 2013). After switching to new growth conditions involving an upgrade from fluorescent tube to LED lights, however, the mutant only exhibited elevated deviation from the golden angle (Fig. S1), suggesting a considerable impact of environmental conditions on the phenotype and showing that our understanding of PLT‐mediated regulation of phyllotaxis was incomplete. We therefore aimed to reanalyse phyllotaxis of *plt* CRISPR mutants in a single ecotype background (Col‐0) under these conditions, thereby avoiding background effects and T‐DNA interactions. Using a 2D‐binning approach on *c*. 1000 bulked divergence angles derived from *c*. 50 7‐ to 8‐wk‐old inflorescences (Fig. 1a,b), we observed that Col‐0 plants displayed a spiral phyllotactic pattern, with the most abundant bin being 135 ± 11.25° (Fig. 1c). Deviations from the canonical pattern were present but largely limited to the surrounding 112.5 ± 11.25° and 157.5 ± 11.25° bins, and together these comprised 79% of the observed angle pairs (Fig. 1c). We then compared this phyllotactic pattern to *plt3 plt7*, *plt3 plt5 plt7*, and *plt3 plt4 plt5 plt7*, the latter of which should phenocopy the triple mutant since *PLT4* is not expressed in the IM. In each mutant, the overall phyllotactic pattern was spiral, but deviations from this pattern became apparent, which were most pronounced in the triple and quadruple mutant (Fig. 1c). Accordingly, the percentage of subsequent angle pairs within the 112.5–157.5° bin range in individual plants was reduced in each mutant (Fig. 1d). In none of the *plt* lines, however, metastable phyllotactic conformations were adopted. Thus, in our current growth conditions, loss of PLTs in the IM reduces the robustness of the phyllotactic spiral.

**Fig. 1:**
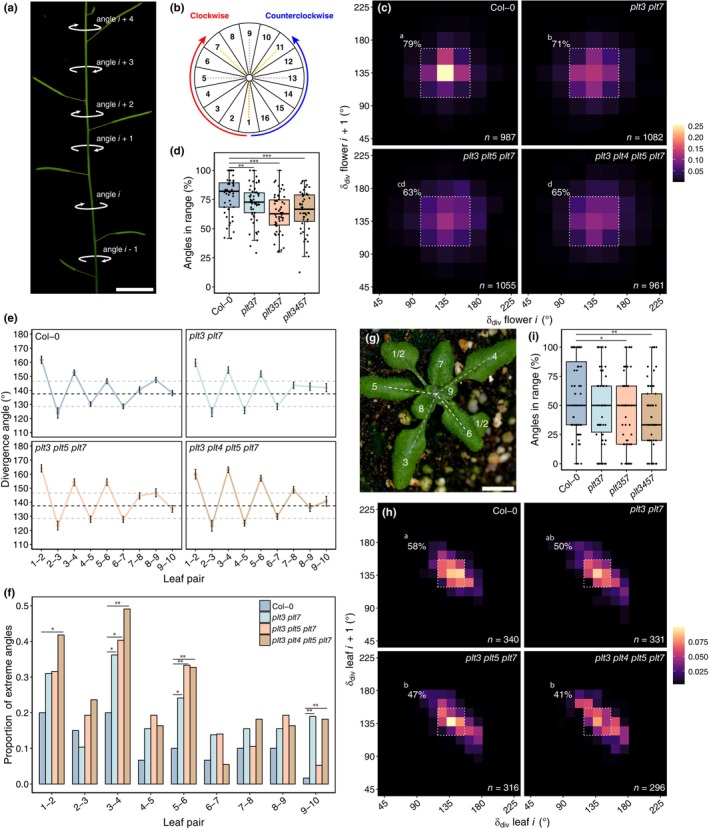
Loss of PLETHORAs (PLTs) in the Arabidopsis inflorescence and rosette reduces phyllotactic regularity. (a) Divergence angles on a clockwise‐turning Col‐0 inflorescence exemplifying angles relative to an arbitrary angle *i*. Bar, 1 cm. (b) Angle bin measurement tool, with each bin encompassing a 22.5° range. Yellow dashed lines indicate the bin containing the golden angle for clockwise (7) or counterclockwise (11) turning inflorescences. Dashed grey lines are multiples of 90°. (c) 2D‐binning heatmap showing regularity of the divergence angles (δ_div_) between two successive flowers, in which angles (*i*, x‐axis) are plotted against their subsequent angle (*i* + 1, y‐axis), with colours denoting density. The dashed square and percentage correspond to subsequent divergence angles within a 112.5–157.5° bin range. (d) Per‐plant percentage of inflorescence angles within the dashed box in (c) in Col‐0 (*n* = 50), *plt3 plt7* (*n* = 54, *P* = 0.006), *plt3 plt5 plt7* (*n* = 54, *P* = 1.3e−5), and *plt3 plt4 plt5 plt7* (*n* = 49, *P* = 5.3e−5). Significance: **, *P* < 0.01; ***, *P* < 0.001. (e) Average divergence angle (±SEM) per rosette leaf pair in Col‐0 (*n* = 60), *plt3 plt7* (*n* = 58), *plt3 plt5 plt7* (*n* = 57), and *plt3 plt4 plt5 plt7* (*n* = 55). The dashed black line denotes the golden angle, the grey dashed lines 128.5° and 146.5°. (f) Proportion of extreme δ_div_ per rosette leaf pair (δ_div_ < 110°, δ_div_ > 165°). Significance: *, *P* < 0.05; **, *P* < 0.01. (g) Counterclockwise‐turning Col‐0 rosette illustrating δ_div_ between leaf pairs 3–4 (grey lines) and 5–6 (white lines). Bar, 1 cm. (h) 2D‐binning heatmap (12.5° per bin) showing regularity of δ_div_ between successive rosette leaves. The dashed square and percentage correspond to δ_div_ within a 118.75–156.25° bin range. (i) Per‐plant percentage of rosette angles within the dashed box in (h) in Col‐0, *plt3 plt7* (*P* = 0.093), *plt3 plt5 plt7* (*P* = 0.049), and *plt3 plt4 plt5 plt7* (*P* = 0.009). Significance: *, *P* < 0.05; **, *P* < 0.01. Sample sizes as in (e). Statistical tests are all‐vs‐all (c, h) and vs Col‐0 (f) pairwise two‐proportion *z*‐tests with Benjamini‐Hochberg (BH) correction, and left‐tailed pairwise Wilcoxon rank‐sum tests with BH correction in (d) and (i). Boxplots display the minimum (lower whisker), first quartile, median (horizontal line), third quartile, and maximum (upper whisker) of the data. Outliers (> 1.5× interquartile range from hinge) are plotted individually.

### PLETHORAs facilitate convergence to the golden angle in the rosette

Previously, it was demonstrated that *plt3 plt5 plt7‐t* rosette leaves could occasionally maintain a decussate arrangement (Prasad *et al*., 2011). To study this process more quantitatively, we measured divergence angles between the first 10 true leaves in Col‐0 and the three CRISPR mutants (Fig. 1e). Although all genotypes displayed damped oscillations around the golden angle, average oscillation amplitudes appeared larger in the *plt* mutants, especially at leaf pairs 5–6, with *plt3 plt5 plt7* and *plt3 plt4 plt5 plt7* having the largest effect (Fig. 1e). Moreover, we noticed that the percentage of ‘extreme’ angles, here defined as angles deviating > 27.5° from the golden angle, occurred more frequently in leaf pairs 3–4 and 5–6 of each *plt* mutant compared to the WT (Fig. 1f,g). Accordingly, overall rosette phyllotaxis (through summing angles of leaves 3–10) was also subtly noisier compared to the WT: 58% of subsequent rosette leaf pairs fell within a 118.75–156.25° range in Col‐0, but this percentage dropped to 50%, 47%, and 41% in *plt3 plt7 plt3 plt5 plt7* and *plt3 plt4 plt5 plt7*, respectively, which was statistically supported on a per‐plant level in the latter two mutants (Fig. 1h,i). We conclude that PLTs in the vegetative SAM aid in establishing regularity of leaf primordium inception position and convergence to the golden angle.

### PLETHORAs regulate primordium patterning through modulation of hormonal networks

Given the small but measurable level of noise caused by loss of PLTs, we further investigated how PLTs confer robustness to primordium inception patterns. We performed RNA‐seq of SAMs and IMs of *plt3 plt7* mutants because this mutant already displayed a minor robustness phenotype. Meristematic transcriptomes were very similar between Col‐0 and *plt3 plt7*, with only 51 and 298 DEGs identified in the SAM and IM, respectively, in line with the subtle phenotype of *plt3 plt7* (Fig. S2, Table S2). Since *PLT3* and *PLT7* are also expressed in developing leaves and flowers (Nole‐Wilson *et al*., 2005), we first examined the shared DEGs between both tissues in greater detail (Fig. 2a). Within the eight shared downregulated DEGs, we noticed the presence of a *PURINE PERMEASE* family gene (*PUP18*) and a *NAKED PINS IN YUC MUTANTS* family gene (*NPY4*), which are cytokinin transporters and regulators of PIN1 polarization, respectively (Fig. 2b, Cheng *et al*., 2007, 2008; Furutani *et al*., 2014; Hu *et al*., 2023). These data further implicate a connection of PLTs with auxin networks in the SAM and IM but also reveal a potential connection with cytokinin signalling. In congruence with this notion, we found that expression of *HISTIDINE PHOSPHOTRANFER PROTEIN 6* (*AHP6*), which channels primordium inception position through the establishment of cytokinin inhibitory fields and prevents organ co‐initiation, was reduced in *plt3 plt7* IMs (Fig. 2b, Besnard *et al*., 2014). In addition, SAM‐expressed *AHP4* expression was elevated in the *plt3 plt7* (Fig. 2b).

**Fig. 2:**
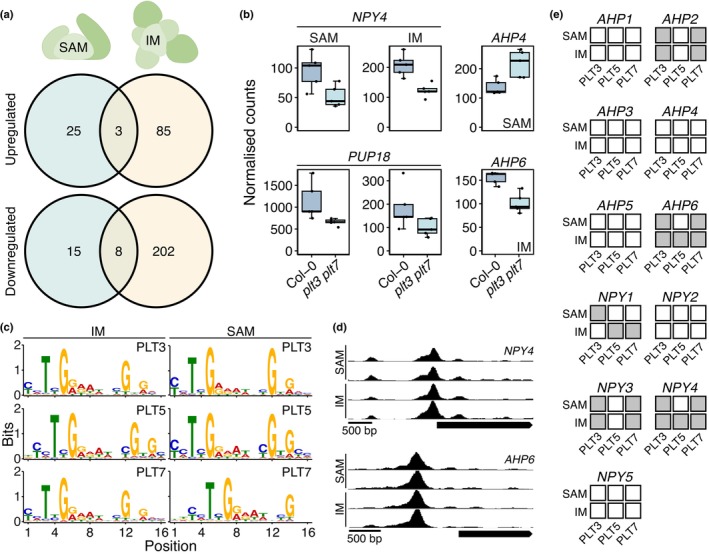
PLETHORAs (PLT) regulate *AHP* and *NPY* genes in Arabidopsis. (a) Upregulated (upper) and downregulated (lower) differentially expressed genes identified in the shoot apical meristem (SAM) (left) and IM (right). (b) DESeq2‐normalised counts of *NPY4*, *PUP18*, *AHP4*, and *HAP* in Col‐0 and *plt3 plt7*. (c) Top identified DNA affinity purification (DAP)‐seq motif for PLT3, PLT5, and PLT7 in SAMs and inflorescence meristem (IMs). (d) PLT7 DAP‐seq coverage tracks of *NPY4* and *AHP6*, with two replicates for both the SAM and IM DNA libraries. The pointed rectangle corresponds to the respective representative gene model. (e) Overview of *AHP* and *NPY* family genes bound (grey) or not bound (white) by PLTs within a [−1500 bp, 500 bp] range. Boxplots display the minimum (lower whisker), first quartile, median (horizontal line), third quartile, and maximum (upper whisker) of the data. Outliers (>1.5× interquartile range from hinge) are plotted individually.

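DNA affinity purification sequencing (DAP-seq) incubates fragmented genomic DNA with a tagged transcription factor made by in vitro translation, recovers the bound fragments through the tag and sequences them, so that binding sites appear as local accumulations of reads. The data comprised 16 libraries. PLT3, PLT5 and PLT7 with a 3xFLAG tag, and GFP as a control, were each combined with genomic DNA from c. 500 shoot apical meristems (SAMs) of seedlings at 9 dpg or from c. 500 inflorescence meristems (IMs), with 2 replicates per protein and tissue. Sequencing depth was uneven between PLTs and control. According to Table S3, a PLT library retained between 17151575 and 36485751 filtered, mapped reads, whereas a GFP library retained between 695374 and 1463543. The authors called peaks in every library separately with MACS3 at a q-value threshold of 0.1, without a control library, and deposited for each peak its coordinates on the TAIR10.1 assembly, its summit, its fold enrichment over the local background and the −log10 of its p-value and q-value. The lists precede the comparison of replicates and the removal of GFP peaks, and both steps were repeated here.

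In the SAM, 31065 peaks were listed for PLT3 in replicate 1 and 23360 in replicate 2. The PLT5 libraries had 6748 and 3934 peaks, the PLT7 libraries 30292 and 26660, and the GFP libraries 5090 and 5383. In the IM, the lists held 28769 and 30093 peaks for PLT3, 10545 and 10305 for PLT5, 32232 and 31751 for PLT7, and 10003 and 6955 for GFP. The median width of a peak was between 257 and 452 bp. Because a q-value depends on depth, peak numbers were compared between proteins with the depth of the libraries in view. Positions were compared with the RefSeq annotation of TAIR10.1, and a peak was assigned to a gene when it overlapped by at least 1 bp the window from 1500 bp upstream to 500 bp downstream of the annotated gene start. With 2 replicates per group, differences between datasets were set against random positions or against the 95% Wilson interval of a share, which covers counting error only.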

In order to assess whether the genes identified in our RNA‐seq could be directly regulated by PLTs, we performed DAP‐seq on SAM and IM genomic libraries using 3xFLAG‐PLT3, 3xFLAG‐PLT5, and 3xFLAG‐PLT7 baits. Importantly, using these libraries ensures retention of tissue‐specific DNA methylation marks that can influence TF binding, thus increasing peak credibility in the SAM or IM context. From integration of two biological replicates for both SAM and IM, each containing roughly 500 meristems, we identified *c*. 20 000 PLT7 peaks, *c*. 15 000 PLT3 peaks, and *c*. 600 to *c*. 2000 PLT5 peaks, revealing a much larger array of *in vitro* binding sites than observed previously (Table S3) (O'Malley *et al*., 2016; Santuari *et al*., 2016; Kerstens *et al*., 2024). 

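After the comparison of replicates and the removal of peaks overlapping GFP, the SAM datasets held 19075 PLT3 peaks, 490 PLT5 peaks and 21574 PLT7 peaks. The IM datasets held 20812, 1530 and 24305 peaks, respectively. In both tissues PLT5 therefore had the fewest peaks and PLT7 the most, and this order was the same in each single replicate of the IM and in replicate 2 of the SAM. In replicate 1 of the SAM, PLT3 had more peaks than PLT7. Table S3 of the paper gives 14572, 620 and 20302 peaks for PLT3, PLT5 and PLT7 in the SAM and 15280, 2139 and 23429 in the IM. The number of PLT3 peaks depended on how replicates were compared. With peaks ranked by p-value, 15459 PLT3 peaks were retained in the SAM and 16962 in the IM, alongside 615 and 2065 PLT5 peaks and 20256 and 22806 PLT7 peaks. At an IDR threshold of 0.01 in place of 0.05, the setting that moved the PLT3 numbers most, only 244 PLT3 peaks remained in the SAM and 101 in the IM, whereas PLT7 kept 17544 and 19421. With 221 and 606 PLT5 peaks at this threshold, PLT3 and not PLT5 had the fewest peaks in the IM. The PLT3 fits, whose reproducible component had a mean of 0, separated the components poorly. The PLT3 numbers at 0.01 therefore do not describe a stricter set, and the changed order in the IM does not compare the baits. The paper compares these numbers with earlier datasets, which were not analysed here.

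**Figure D1:**
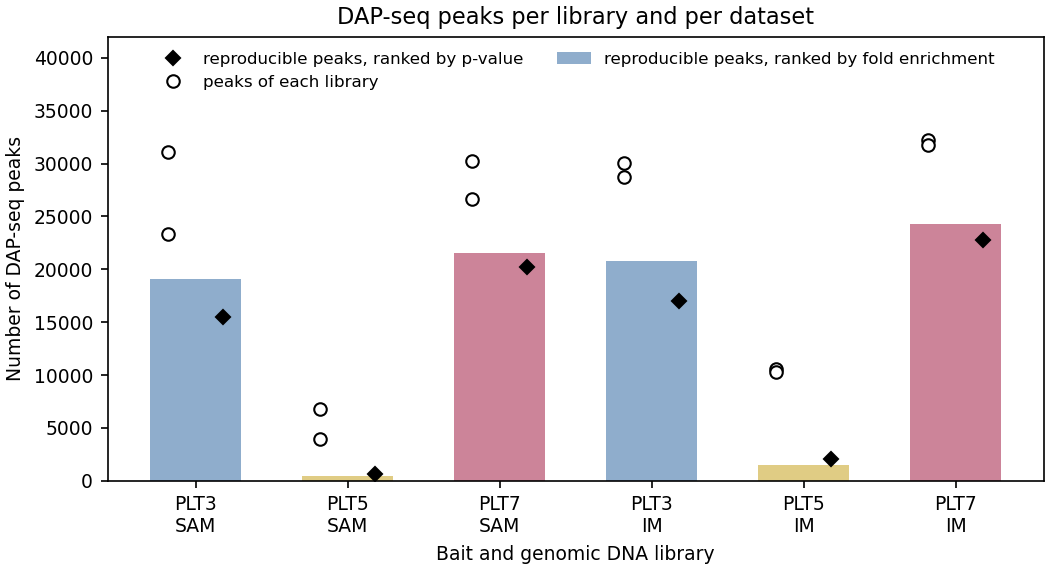
Number of DAP-seq peaks (y-axis) for each PLT and genomic DNA library (x-axis). Bars give the peaks that were reproducible at an IDR below 0.05 with ranking by fold enrichment and did not overlap a GFP peak, black diamonds the same with ranking by p-value, and open circles the peaks called in each of the 2 replicates. The PLT5 bars, 490 and 1530 peaks, lie far below those of PLT3 and PLT7 in both tissues.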

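The distance from each peak summit on the nuclear chromosomes to the nearest annotated gene start of TAIR10.1 was measured. In the SAM, 51.6% of the PLT3 summits (9809 of 19002, 95% interval 50.9 to 52.3%), 46.4% of the PLT5 summits (210 of 453, 41.8 to 51.0%) and 51.5% of the PLT7 summits (11068 of 21504, 50.8 to 52.1%) lay within 1000 bp of a gene start. For the IM these shares were 51.6% of 20747 summits, 50.5% of 1490 and 51.8% of 24233. The Arabidopsis genome is dense in genes, and summits shuffled within their chromosomes reached 50.9 to 51.2% on average. Only the PLT7 share in the IM exceeded all 100 shuffles, whose highest value was 51.7%, and the PLT5 share in the SAM lay below all of them. At a distance of 500 bp the summits of PLT3 (30.1%) and PLT7 (30.1%) in the SAM and of PLT3 (29.8%), PLT5 (32.9%) and PLT7 (29.9%) in the IM exceeded all shuffles, which gave 28.3 to 28.4% on average. The excess was on the downstream side. Within 500 bp downstream of a gene start lay 19.1% of the PLT3 summits and 19.0% of the PLT7 summits in the SAM and 19.3% and 19.4% in the IM, against shuffled means of 14.8 to 14.9%. Within 500 bp upstream lay 10.9%, 11.1%, 10.4% and 10.5%, against a shuffled mean of 13.5 to 13.6%.

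**Figure D2:**
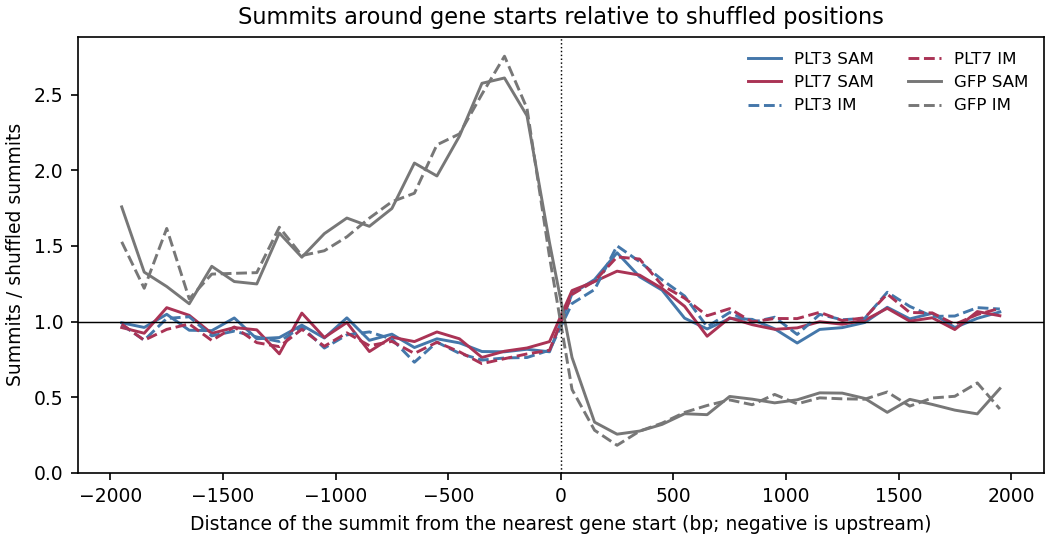
Number of summits divided by the mean number of shuffled summits (y-axis) by distance from the nearest gene start in bp (x-axis, negative values are upstream), for PLT3 and PLT7 and for the peaks of the GFP libraries, in the SAM (solid lines) and the IM (dashed lines). In the first 500 bp upstream of the gene start the PLT lines lie below 1 and in the first 500 bp downstream above 1, and the GFP lines do the opposite over these distances.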

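The motif was sought in the genomic sequence around the summits. A position weight matrix of 16 bp was built for each dataset by expectation maximisation from up to 600 summits on chromosomes 1 and 2, flanked by 50 bp on each side, and was then scored on the summits of chromosomes 3, 4 and 5 and on background windows 500 bp away from the same summits. The score threshold was set so that 5% of the background windows held a site. The matrix of PLT7 in the IM reads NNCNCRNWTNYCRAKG in the IUPAC code, and a site was present in 54.3% of its 14218 test summits (95% interval 53.5 to 55.1%) against 711 of 14217 background windows. The shares were 45.5% of 12211 test summits for PLT3 and 72.6% of 906 for PLT5 in the IM, and 47.8% of 11194 for PLT3, 64.9% of 291 for PLT5 and 53.5% of 12670 for PLT7 in the SAM. Each of the 6 datasets was enriched over its background, with a −log10 p of at least 57.0 in Fisher's exact test (one-sided, for more sites at summits), the value of the smallest dataset. Windows of one genome are not replicates, and the test describes these sets only. Summits were richer in GC, between 39.8 and 41.9%, than their background windows, between 36.4 and 38.0%. Against summit windows shuffled with their dinucleotides kept, which removes that difference, a site was present in 34.7% (PLT3 in the IM) to 64.7% (PLT5 in the IM) of the summits at the same threshold of 5%.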

In each dataset, DAP peaks occurred preferentially close to the transcription start site (Table S4, Fig. S3a), and the canonical PLT‐binding motif (Santuari *et al*., 2016; Kerstens *et al*., 2024) was strongly enriched in the peak summits (Fig. 2c). 

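Peaks of 2 datasets were counted as shared when their overlap covered at least 50% of each peak. Of the PLT5 peaks, 81.4% in the SAM (95% interval 77.7 to 84.6%) and 81.1% in the IM (79.1 to 83.0%) were shared with PLT3, the dataset of intermediate size. In the opposite direction, 2.09% of the PLT3 peaks in the SAM and 5.96% in the IM were shared with PLT5. The PLT7 peaks were shared with PLT3 in 70.3% (SAM) and 70.2% (IM) of cases and with PLT5 in 1.90% and 5.53%. All of these shares exceeded those of shuffled peaks, of which at most 8.43% matched a PLT3 peak and at most 0.581% a PLT5 peak. The size of the datasets sets a limit to these shares. When each dataset of a tissue was reduced to its peaks of highest fold enrichment, as many as there are PLT5 peaks, 32.4% (SAM) and 44.6% (IM) were shared between PLT5 and PLT7, 29.2% and 39.3% between PLT5 and PLT3, and 55.5% and 60.6% between PLT3 and PLT7.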

The overlap between peaks of individual PLTs exhibited a distinctly nested structure, in which PLTs for which we identified large peak numbers (e.g. PLT7) bound to nearly all peak sites identified in smaller datasets (e.g. PLT5). For instance, the great majority of PLT3 (IM: 90%; SAM: 87%) and PLT5 peaks (IM: 89%; SAM: 87%) were included in the PLT7 dataset (Table S5). 

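In the re-derived datasets, 15170 PLT3 peaks of the SAM had a PLT7 partner at 50% reciprocal overlap, or 79.5% (95% interval 78.9 to 80.1%), and 17055 of the IM, or 81.9% (81.4 to 82.5%). For PLT5 the shares were 83.7% (80.1 to 86.7%) in the SAM and 87.9% (86.2 to 89.4%) in the IM. Shuffled peaks found a PLT7 partner in no more than 9.08% of cases. The share depended on the overlap required, on the ranking of peaks and on the IDR threshold. With any overlap of 1 bp, 93.9% of the PLT5 peaks in the SAM and 95.1% in the IM touched a PLT7 peak, and with 80% reciprocal overlap 50.2% and 51.1% had a partner. With peaks ranked by p-value, 84.3% (SAM) and 86.2% (IM) of the PLT3 peaks were included in the PLT7 dataset. At an IDR threshold of 0.01, where few PLT3 peaks remained, 52.5% (SAM) and 48.5% (IM) of them had a PLT7 partner, and 76.0% and 84.7% of the PLT5 peaks. The PLT3 shares at 0.01 rest on fits with poorly separated components and do not describe a stricter PLT3 set.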

Peaks were predominantly shared between SAM and IM for each PLT, again showing a nested structure when comparing larger to smaller datasets (Table S5). 

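Of the PLT7 peaks, 81.7% in the SAM (95% interval 81.2 to 82.2%) were shared with the IM, and 72.5% in the IM (72.0 to 73.1%) with the SAM, at 50% reciprocal overlap. For PLT3 the shares were 73.3% (72.6 to 73.9%) and 67.2% (66.5 to 67.8%). For PLT5, whose SAM dataset is the smallest, 67.3% of the SAM peaks (63.1 to 71.4%) were found in the IM and 21.6% of the IM peaks (19.6 to 23.7%) in the SAM. Shuffled peaks were shared in at most 7.16% of cases. Among the peaks not shared, between 78.6% (PLT7 in the IM) and 91.3% (PLT7 in the SAM) overlapped a peak called in at least 1 replicate of the other tissue.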

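FRiP is the share of filtered, mapped reads that fall within peaks. It requires the reads, which were not analysed here, and the values of Table S3 were used. The paper's FRiP values of the 2 replicates were 0.03 and 0.03 for PLT5, 0.20 and 0.18 for PLT3 and 0.33 and 0.30 for PLT7 in the SAM, and 0.04 and 0.04, 0.24 and 0.21, and 0.41 and 0.38 in the IM. Set against the peak numbers re-derived here, they gave a squared Pearson correlation of 0.875 over the 6 datasets (r = 0.935, exact permutation p = 0.00278, two-sided, Benjamini-Hochberg adjusted p = 0.0111 over 8 relations). The datasets were in the same order by both measures, with a Spearman rho of 1 (exact permutation p = 0.00278, adjusted p = 0.0111). The 6 datasets form 3 groups by bait with 2 datasets each, so that the value compares baits and a relation within a bait cannot be tested over datasets. Without the 2 datasets farthest from the median FRiP, r was 0.928 over 4 datasets (exact permutation p = 0.0833, the smallest that 4 datasets allow). Over the 12 single libraries of the 3 PLTs, r was 0.903 (sampled permutation p = 0.000160, adjusted p = 0.00128). These libraries form the same 3 groups by bait. The p-value treats the libraries of a bait as independent and so overstates the evidence. Over the 8 single libraries of PLT3 and PLT7, r was 0.577 (exact permutation p = 0.115, adjusted p = 0.154) and rho 0.667 (exact permutation p = 0.0831, adjusted p = 0.111). Pearson's r was 0.245 without the 2 libraries farthest from the median FRiP (exact permutation p = 0.703), so that the relation over these 8 libraries depends on those 2. Within a bait, r was 0.919 over the 4 PLT7 libraries (exact permutation p = 0.0833) and 0.523 over the 4 PLT3 libraries (exact permutation p = 0.5).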

Across all libraries, we noticed that the average fragment‐of‐reads‐in‐peaks (FRiP) score – an empirical proxy for signal‐to‐noise ratio – correlated strongly with the number of identified peaks in each dataset (*R* ^2^ = 0.97). FRiP scores were highest for PLT7 (0.30–0.41), intermediate for PLT3 (0.18–0.24), and lowest for PLT5 (0.03–0.04), despite similar *in vitro* translation levels, perhaps reflecting differential binding affinity (Fig. S3b,c; Table S3). 

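The peak lists show the same order of the baits in the strength of single peaks. The median fold enrichment of a library's peaks was between 3.53 and 3.75 in the 4 PLT7 libraries, between 2.52 and 2.59 in the 4 PLT3 libraries and between 1.99 and 2.23 in the 4 PLT5 libraries, without overlap between the 3 PLTs. The GFP libraries, which have the fewest filtered reads, had the highest medians, between 4.11 and 4.69, so that this median is no measure of binding alone. The replicates of PLT7 also shared most. In the SAM, 77.8% and 89.3% of the PLT7 peaks of replicates 1 and 2 overlapped a peak of the other replicate, against 66.0% and 89.3% for PLT3 and 42.2% and 72.5% for PLT5. For the IM they were 86.9% and 88.5% (PLT7), 80.7% and 80.0% (PLT3) and 57.1% and 58.2% (PLT5). The GFP replicates shared least, with 20.4% and 19.2% in the SAM and 31.5% and 45.6% in the IM. Among the PLTs, sequencing depth did not follow the number of peaks. The PLT5 libraries had at least 30114531 filtered, mapped reads in Table S3, the PLT3 libraries between 20936858 and 35688654 and the PLT7 libraries at most 24072680. The number 30114531 is also given as the mapped reads of replicate 2 of PLT7 in the SAM and is in doubt. The other PLT5 libraries had at least 32726755. Given the FRiP scores and the similar levels of translated protein, the paper proposes that the 3 PLTs may differ in binding affinity.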

We thus conclude that PLT3, PLT5, and PLT7 recognize the same DNA‐binding motifs, which agrees with previous studies (Santuari *et al*., 2016; Kerstens *et al*., 2024), and these sites are generally bound by multiple PLTs in both SAMs and IMs *in vitro*.

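The motif matrices of the 6 datasets were compared with each other. Over the 15 pairs of matrices, the correlation of the aligned base frequencies was between 0.960 and 0.995. Each matrix was then used to separate the test summits of every dataset from their background windows, and the area under the receiver operating characteristic curve, which is 1 for perfect separation and 0.5 for none, was computed. A matrix scored on its own dataset gave 0.861 (PLT3), 0.872 (PLT5) and 0.880 (PLT7) in the SAM and 0.854, 0.909 and 0.886 in the IM. A matrix built from another PLT or the other tissue gave between 0.834 and 0.906, and the largest loss against a dataset's own matrix was 0.0309. Most PLT3 and PLT5 peaks had a PLT7 partner, so that the likeness of the matrices and of these values is in part built in. Peaks found with a single PLT were not scored apart. Of the PLT7 peaks, 70.4% in the SAM and 70.6% in the IM were shared with PLT3 or PLT5 or both, and 385 and 1245 of them were shared with both. A further 6379 PLT7 peaks in the SAM and 7150 in the IM had no partner. From the common motif and the overlap of the datasets, the paper concludes that the 3 PLTs recognise the same sequences.

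**Figure D3:**
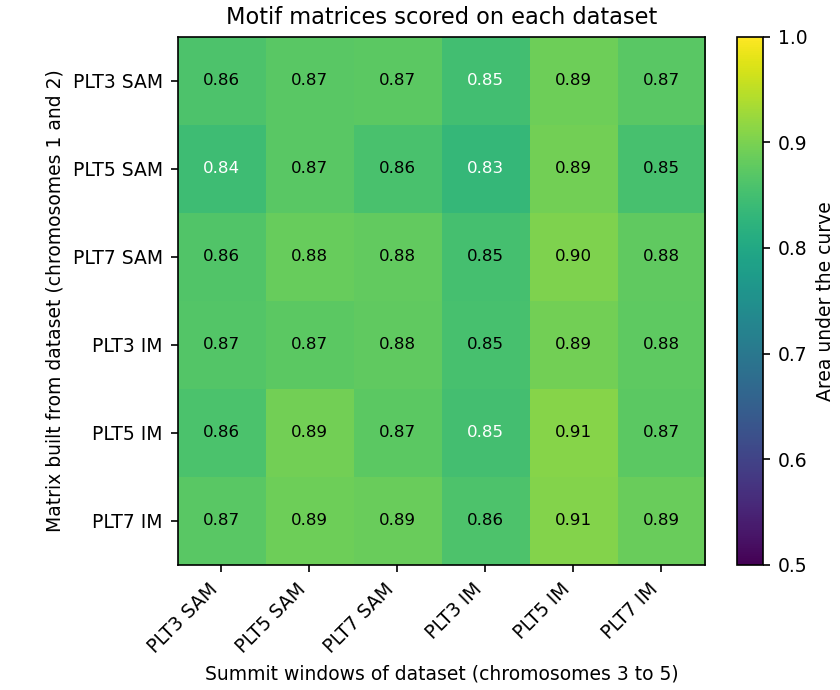
Area under the curve for separating summit windows from background windows on chromosomes 3, 4 and 5 (colour and number in each cell), for the motif matrix of each dataset (rows, built on chromosomes 1 and 2) scored on each dataset (columns). Values range from 0.834 to 0.909, and the columns differ more than the rows.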

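The genes that Table S2 lists as differentially expressed in both tissues were searched for DAP peaks in the window from 1500 bp upstream to 500 bp downstream of the gene start. Of these 12 genes, 7 had a peak of at least 1 PLT in at least 1 tissue. Among the 8 genes with lower expression in both tissues of plt3 plt7, 5 had a peak. AT5G24240 was bound in 5 datasets, with PLT7 summits 278 bp (SAM) and 323 bp (IM) downstream of the gene start, in an intron. AT1G33790 had PLT3 and PLT7 peaks in both tissues 1309 to 1379 bp upstream, and CAT2 had peaks of all 3 PLTs in the SAM. AT1G26680 was bound by PLT3 and PLT7 in the SAM only, since its IM peaks overlapped a peak of GFP replicate 1. The remaining gene of the 5 is NPY4. AGO5, PUP18 and PLT3 had none. Of the 3 genes with higher expression in both tissues, AT1G75945 had PLT3 and PLT7 peaks 63 to 90 bp upstream in both tissues, AT5G34830 had a PLT7 peak in the SAM and BCA3 had none. FTM1, which changed in opposite directions in the 2 tissues, had none either.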

We then focussed on peaks occurring upstream of the selected DEGs. *NPY4* was bound *c*. 50 bp upstream by all PLTs in the IM, and by PLT3 and PLT7 in the SAM (Fig. 2d,e). Likewise, we detected peaks *c*. 

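NPY4 (AT2G23050) lies on the plus strand of chromosome 2 of TAIR10.1, from 9810525 to 9812662. In the SAM its PLT7 peak spanned 9810159 to 9810767, with the summit at 9810547, and had fold enrichments of 8.26 and 6.61 in the replicates and an IDR of 3.08e-08. In the IM it spanned 9810186 to 9810778, with the summit at 9810544, fold enrichments of 8.52 and 8.27 and an IDR of 4.67e-09. The summits thus lay 22 and 19 bp downstream of the annotated gene start, in the non-coding part of an exon, and the peaks extended to both sides of it. PLT3 peaks had summits 31 bp (SAM) and 18 bp (IM) downstream, with fold enrichments of 4.08 and 4.37 in the SAM and 4.42 and 3.74 in the IM. PLT5 had a peak in the IM, with fold enrichments of 2.49 and 2.47 and an IDR of 0.0207. In the SAM, both PLT5 replicates had an overlapping peak (2.65 and 2.06), which did not pass the IDR threshold. No GFP library had a peak in the window. At an IDR threshold of 0.01, which removed nearly all PLT3 peaks, the PLT7 peaks were retained and the others were not. The PLT7 summits fall on the sequence GGCTCGAAAACCCAAA on the minus strand, from 9810539 to 9810554, which scores 6.52 with the motif matrix of PLT7 in the IM, against a threshold of 5.61. This peak was among those used to build the matrix, so that the score is not an independent test.

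**Figure D4:**
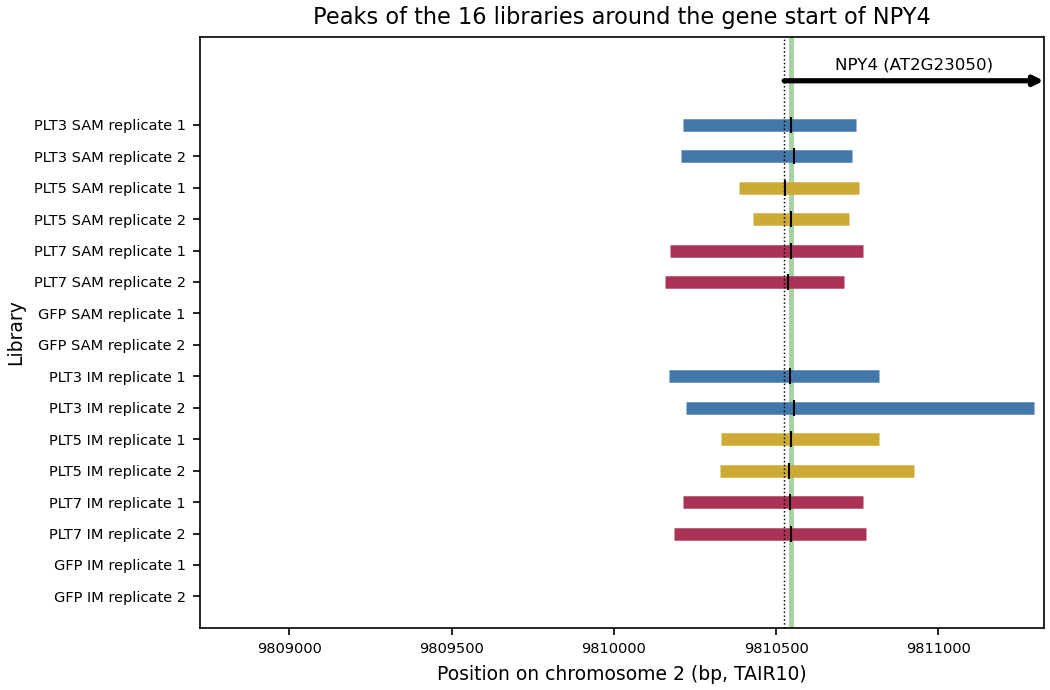
Peaks called in each of the 16 libraries (rows) along chromosome 2 (x-axis, bp, TAIR10) around the start of NPY4 (dotted line). Bars are peaks, black ticks their summits, the arrow the gene and the green band the motif site from 9810539 to 9810554. All 12 PLT libraries have a peak whose summit lies close to the motif site, and the 4 GFP libraries have none.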

800 bp upstream of *AHP6* in both meristem types (Fig. 2d,e), suggesting that differential expression of *NPY4* and *AHP6* results directly from reduced PLT levels. 

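PUP18 (AT1G57990) lies on the minus strand of chromosome 1, from 21441179 to 21443036. No dataset had a peak between 1500 bp upstream and 500 bp downstream of its start. In the single libraries, only replicate 2 of PLT3 in the IM had a peak there, with a fold enrichment of 1.63. The nearest reproducible summits of PLT3 and PLT7 lay 2758 to 2762 bp upstream. AHP4 (AT3G16360) lies on the plus strand of chromosome 3, from 5554197 to 5555789. For PLT7 and PLT5, no library had a peak in its window. PLT3 peaks were present in both tissues, with the summit 541 bp upstream in the SAM (5553244 to 5553750) and 598 bp upstream in the IM (5553336 to 5553744), in an intergenic region. They were weak, with fold enrichments of 1.99 and 2.32 in the SAM and 1.90 and 2.30 in the IM, below the medians of 2.70 and 2.74 of the 2 PLT3 datasets. These peaks passed the IDR threshold when peaks were ranked by fold enrichment and did not pass it when peaks were ranked by p-value. Ranking by fold enrichment let 100% (SAM) and 99.7% (IM) of the matched PLT3 peaks pass, so that this pass is no test of these peaks.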

We did not detect evidence that *PUP18* or *AHP4* were directly regulated by PLTs (Figs 2e, S3d). We next extended the analysis to other genes by screening the 1500 bp upstream and 500 bp downstream from the TSS for the presence of DAP peaks. In addition to *NPY4* and *AHP6*, we observed peaks near *NPY1*, *NPY3*, and *AHP2*, reinforcing the notion that PLTs regulate auxin and cytokinin signalling in the SAM and IM, which was further supported by the presence of peaks near the TSS of *PIN1*, *PLT5*, and *PLT7* (Figs 2e, S3e). 

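The share of all genes with a peak in this window gives the level against which single genes can be read. Of 27444 annotated protein-coding genes, 9743 (35.5%) had a PLT3 peak, 196 (0.714%) a PLT5 peak and 10760 (39.2%) a PLT7 peak in the SAM. With IM libraries the numbers were 10884 (39.7%), 770 (2.81%) and 12091 (44.1%). In at least 1 of the 6 datasets, 14982 genes (54.6%) had a peak. Of the 11 AHP and NPY genes, 7 did. AHP4 is among these only by PLT3 peaks that did not pass with ranking by p-value. Random draws of 11 protein-coding genes gave 6.01 genes with a peak on average and at least 7 with a probability of 0.386 (hypergeometric distribution, exact, one-sided). When the summit rather than any part of the peak had to lie in the window, PLT7 marked 10027 genes in the IM, and with a window from 1000 bp upstream to the gene start it marked 7270.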

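AHP6 (AT1G80100) lies on the plus strand of chromosome 1, from 30133718 to 30134937. In the SAM its PLT7 peak spanned 30132690 to 30133243, with the summit 704 bp upstream of the gene start, fold enrichments of 6.96 and 7.19 and an IDR of 1.44e-07. The PLT3 summit lay 702 bp upstream, with fold enrichments of 4.16 and 3.81. In the IM, peaks at this position were called in both replicates of all 3 PLTs, with fold enrichments of 9.07 and 8.70 for PLT7, 5.46 and 4.61 for PLT3 and 2.52 and 2.43 for PLT5. They were removed from the IM datasets because GFP replicate 1 had a peak from 30132871 to 30133141 (fold enrichment 4.69, −log10 q 3.79). GFP replicate 2 had none. This single library decides the call, and without the removal of GFP peaks AHP6 was bound in 5 datasets. The region is intergenic. The best motif position near the summit is CGCGCGTCATACGAGG on the plus strand, from 30133049 to 30133064 and 661 bp upstream, with a score of 6.18. It was not used to build the matrix.

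**Figure D5:**
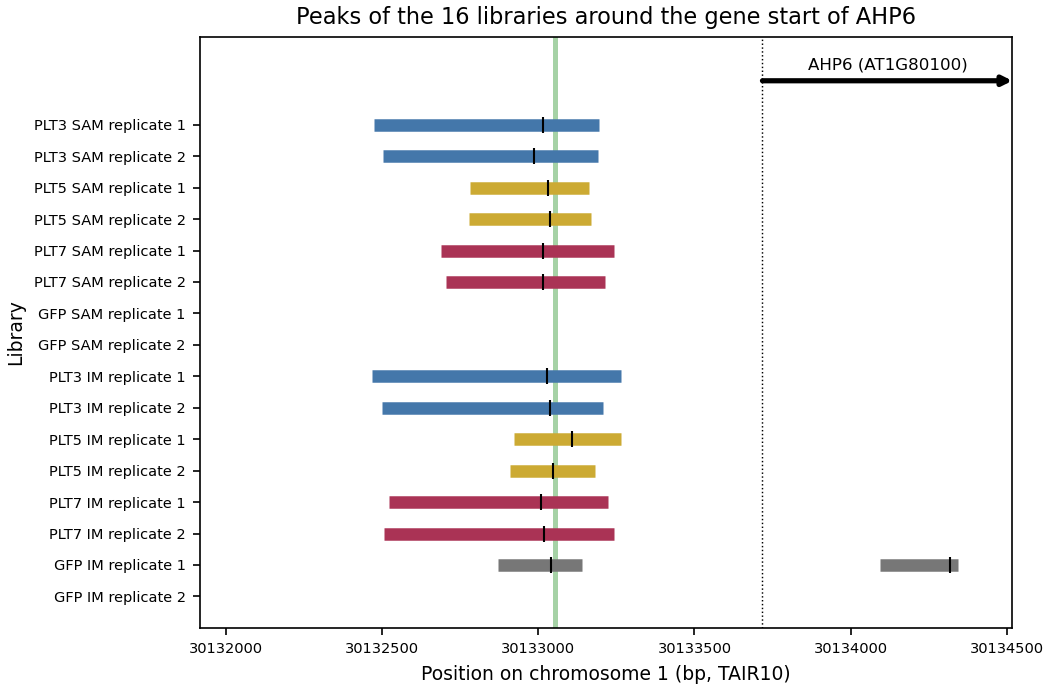
Peaks called in each of the 16 libraries (rows) along chromosome 1 (x-axis, bp, TAIR10) upstream of AHP6, whose start is marked by the dotted line. Bars are peaks, black ticks their summits, the arrow the gene and the green band the motif site from 30133049 to 30133064. All 12 PLT libraries and GFP replicate 1 of the IM have a peak at the motif site.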

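NPY1 (AT4G31820, chromosome 4, 15390519 to 15394626, minus strand) was bound by PLT3 and PLT7 in the SAM and by all 3 PLTs in the IM. The summits lay 318 to 336 bp downstream of the gene start, in the non-coding part of an exon, and the strongest peak, that of PLT7 in the IM, had fold enrichments of 9.05 and 7.42. The motif site under the PLT7 summit in the SAM, GGCTCAAATCTCAATG from 15394285 to 15394300, scored 9.74. NPY2 (AT2G14820) had weaker PLT3 and PLT7 peaks in both tissues, with summits 248 to 377 bp downstream of its start and fold enrichments between 2.20 and 2.97. NPY3 (AT5G67440, chromosome 5, 26912707 to 26916453, minus strand) had no peak in the window of the annotated gene start. The nearest PLT3 and PLT7 summits in both tissues lay 1054 to 1068 bp downstream of it. They were within reach only with a window up to 1000 bp downstream or when distances were measured to the start of any transcript of the gene, a rule chosen after the values were seen. AHP2 (AT3G29350, chromosome 3, 11264126 to 11265562, minus strand) was bound by PLT3 and PLT7 in both tissues. Its PLT7 peak in the SAM had the summit 523 bp upstream and fold enrichments of 3.99 and 4.00. AHP3 (AT5G39340) had a PLT7 peak in the SAM only, with fold enrichments of 2.33 and 2.16.

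PLT5 (AT5G57390, chromosome 5, 23252989 to 23256703, minus strand) was bound by PLT3 and PLT7 in both tissues, with summits 164 to 171 bp downstream of the gene start in the non-coding part of an exon. The PLT7 peaks there had fold enrichments of 8.08 and 5.73 in the SAM and 7.79 and 6.89 in the IM. PLT7 (AT5G65510, chromosome 5, 26185593 to 26189571, plus strand) had no peak in the window, and the nearest PLT7 summits lay 773 bp (SAM) and 774 bp (IM) downstream of the gene start. PLT3 (AT5G10510) had none. For the paper, the peaks near these genes strengthen the idea that PLTs control auxin and cytokinin signalling in both meristems.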

Taken together, we hypothesize that PLTs stabilise primordium position through direct and indirect upstream regulation of auxin and cytokinin networks.

### Reduced robustness of flower primordium position cannot explain inflorescence phyllotaxis

If circumferential patterning in *plt* mutants is noisier in the rosette and in the inflorescence, then it is conceivable that primordium position at the meristem is disturbed. It was previously shown that IM primordia of *plt3 plt5 plt7‐t* could be initiated at 90° or 180° angles (Prasad *et al*., 2011), but a quantitative comparison was lacking. Using confocal imaging of shoot apices, we first investigated if IM area was affected in *plt3 plt5 plt7* (Fig. 3a). The projected IM area, that is, the surface area derived from top‐down z‐stacks of confocal images, of the mutant was slightly smaller than that of the WT, both at young (*c*. 0.5–3.0 cm) and older (*c*. 32–35 cm) inflorescences, suggesting that the absence of PLTs reduces the spacing between successive flower primordia (Fig. 3b,c). We then asked if the robustness of primordium initiation position was reduced in the *plt3 plt5 plt7* (Fig. 3d). Whereas Col‐0 flower primordia were consistently initiated around the golden angle, with 69% (young) and 87% (old) of successive primordia diverging between 128° and 146°, *plt3 plt5 plt7* initiation robustness was reduced in both young and older IMs (Fig. 3e,f). Additionally, we observed infrequent decussate arrangements in *c*. 10% (4/35) of young IMs, but not old IMs (0/16), resulting in divergence angles approaching 90° and 180° (Fig. 3g,h). Despite this qualitative confirmation of our previously published data (Prasad *et al*., 2011; Pinon *et al*., 2013), we realized that flower primordium divergence in neither Col‐0 nor *plt3 plt5 plt7* matched the divergence angles observed in their respective inflorescence, and that the overall reduced robustness in *plt3 plt5 plt7* IMs was too small to explain the differences in phyllotaxis with Col‐0 (Fig. 1c). One or more additional factors must therefore be modifying the patterns established at the IM.

**Fig. 3:**
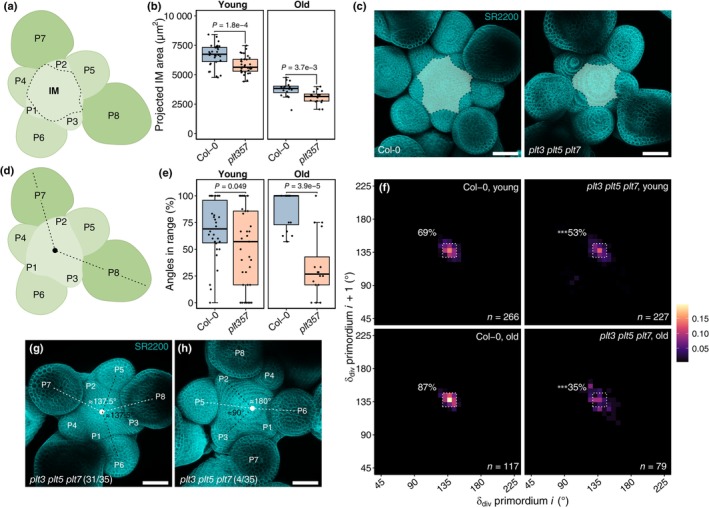
*plt3 plt5 plt7* IMs exhibit reduced organ initiation robustness in Arabidopsis. (a) Schematic overview of projected IM area measurements. (b) Projected IM area of young (*c*. 0.5–3.0 cm) and older (*c*. 32–35 cm) inflorescences in Col‐0 (*n* = 30, *n* = 16, resp.) and *plt3 plt5 plt7* (*n* = 35, *n* = 16, resp.). *P*‐values are two‐tailed Welch's *t*‐tests. (c) Example areas (highlighted) of young Col‐0 and *plt3 plt5 plt7* IMs. (d) Schematic overview of divergence angle (δ_div_) measurements between flower primordia. (e) Per‐IM subsequent angles within a 128–147° bin range. *P*‐values are left‐tailed Wilcoxon rank‐sum tests. Sample sizes are as in (b). (f) 2D‐binning heatmap (6.25° per bin) showing regularity of δ_div_ between successive flower primordia of young (*P* = 8.9e−14) and old (*P* = 1.5e−4) IMs. The dashed square and percentage correspond to the range in (e). Statistics are left‐tailed two‐proportion *z*‐tests. (g) Spiralling and decussate (h) IMs of *plt3 plt5 plt7*. Bars, 50 μm. Boxplots display the minimum (lower whisker), first quartile, median (horizontal line), third quartile, and maximum (upper whisker) of the data. Outliers (> 1.5× interquartile range from hinge) are plotted individually. IM, inflorescence meristem.

### A novel *pin1* allele supports loss of robustness in PLETHORA‐deficient inflorescence meristem

If shoot and inflorescence meristems with diminished PLT3, PLT5, and PLT7 levels have reduced patterning robustness, then they should be sensitised to further perturbations. We hypothesised that additional mutations might thus allow establishment of alternative, nonspiral phyllotactic arrangements. To test this notion in an untargeted way, we performed an EMS screening in the *plt3 plt5 plt7* background. Although we were unable to identify plants from this screen with regular nonspiral phyllotaxis, we identified a mutant in which patterning robustness was strongly disturbed. This mutant failed to consistently produce lateral organs after the first *c*. 5 flowers, at which point the IMs were visible as a naked structure with or without protruding ridges (Figs 4a–c, S4). IMs did not abort completely but sporadically succeeded in the generation of fertile flowers, establishing an inflorescence with irregular phyllotaxis and extremely long internodes of up to 17 cm, with a cluster of flowers appearing at the apex during maturation (Fig. 4d,e). We then backcrossed the mutant to *plt3 plt5 plt7* and conducted whole‐genome sequencing (WGS) on the BC_1_F_2_ generation, in which the phenotype segregated (*c*. 1 : 3), indicative of a recessive allele. Mapping the causal mutation revealed only one potential candidate – a C to T substitution in exon 5 of *PIN1* – leading to a threonine to isoleucine conversion at position 600 (T600I) of the protein. The T600 residue is located in the 10th and final transmembrane segment of PIN1 and is part of the transport domain (Yang *et al*., 2022), positing that the mutant protein might be defective in auxin transport.

**Fig. 4:**
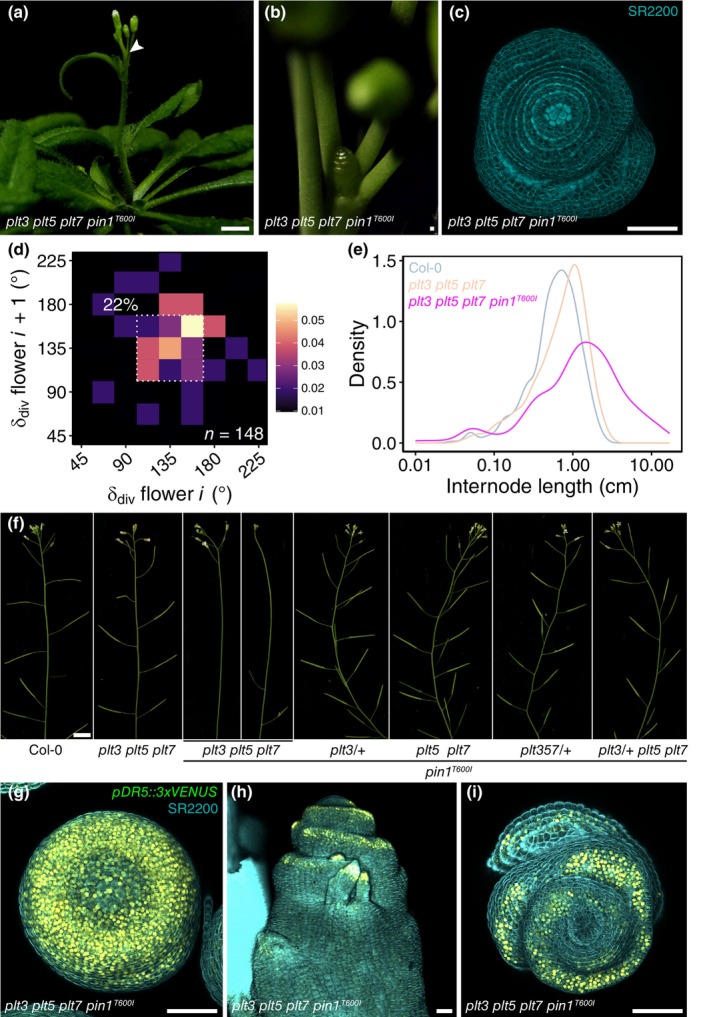
A weak *pin1* allele PLT‐dependently disrupts flower primordium inception in Arabidopsis. (a) Overview of a 5‐wk‐old *plt3 plt5 plt7 pin1* ^*T600I*^ plant. Bars, 1 cm. (b) Close‐up of an exposed IM and a maximum projection top view (c). Bars, 50 μm. (d) 2D‐binning plot of *plt3 plt5 plt7 pin1* ^*T600I*^ phyllotaxis. (e) Internode length distribution of Col‐0, *plt3 plt5 plt7*, and *plt3 plt5 plt7 pin1* ^*T600I*^. Note the logarithmic x‐axis scale. (f) F_2_ progeny of *plt3 plt5 plt7 pin1* ^*T600I*^ × Col‐0. Bars, 1 cm. (g) Expression of the auxin reporter *pDR5::3xVENUS* (nuclear) in naked or ridged *plt3 plt5 plt7 pin1* ^*T600I*^ IMs (h, i). Bars, 50 μm. IM, inflorescence meristem; PLT, PLETHORA.

Interestingly, primordium formation was restored to WT levels in F_2_ progeny obtained from crossing *plt3 plt5 plt7 pin1* ^*T600I*^ BC_1_F_2_ with Col‐0 that harboured at least one functional *PLT* allele, suggesting that the observed phenotype is fully dependent on the absence of PLT3, PLT5, and PLT7 (Fig. 4f). To further investigate this dependency, we analysed the phenotype segregation ratios of progeny from *plt3 plt5 plt7 pin1* ^*T600I*^, *plt3/+ pin1* ^*T600I*^, *plt5 plt7 pin1* ^*T600I*^, and *plt3/+ plt5 plt7 pin1* ^*T600I*^ plants. In contrast to *plt3 plt5 plt7 pin1* ^*T600I*^, in which all plants (81/81) displayed the primordium initiation defects, no *plt3/+ pin1* ^*T600I*^ (0/77) or *plt5 plt7 pin1* ^*T600I*^ (0/83) were affected (Table S6). In progeny of two independent *plt3/+ plt5 plt7 pin1* ^*T600I*^ lines, the phenotype segregated roughly according to Mendelian segregation (22/125 and 30/118, resp. *c*. 18% and 25%). When genotyped (Table S7), affected plants were without exception homozygous for *plt3* (34/34), whereas plants with a WT appearance were heterozygous (49/83) or homozygous for *PLT3* (34/83).

We then introduced a *pDR5::3xVENUS* construct in the *plt3 plt5 plt7 pin1* ^*T600I*^ background to examine auxin‐induced gene activity in the ‘naked’ IMs. In IMs without protruding ridges, the 3xVENUS signal was strong throughout the entire structure, with reduced signal in the centre (Fig. 4g). In the ridged IMs, we observed high *pDR5* activity in the primordium‐like protrusions generated from the IM, but not in the centre (Fig. 4h,i). This suggests that *plt3 plt5 plt7 pin1* ^*T600I*^ IMs fail to correctly specify auxin maxima and organ initiation sites. The fact that this phenotype exclusively occurs in PLT‐deficient IMs, supports the hypothesis that PLTs confer robustness to meristems through auxin networks.

### Accelerated inflorescence development enhances *plt3 plt5 plt7* internode length

In addition to circumferential patterning, inflorescence phyllotaxis has a vertical component: the time between inception of successive primordia, or plastochron, and spacing through elongation of internodes. We therefore wondered whether these components are affected by loss of PLTs and could potentially explain the discrepancy between *plt3‐*, *plt5‐*, and *plt7*‐dependent noise observed in IMs and inflorescences. We observed that the internode length of 7‐ to 8‐wk‐old *plt3 plt7*, *plt3 plt5 plt7* and *plt3 plt4 plt5 plt7* inflorescences was subtly increased compared to WT (Fig. 5a), which we could consistently replicate for *plt3 plt5 plt7* and *plt3 plt5 plt7‐t* in independent experiments (Fig. S5a,b). To deconvolute the factors determining increased internode length in *plt* mutants, we first asked if the plastochron in *plt3 plt5 plt7* was longer than in Col‐0. Although the average plastochron in the rosette was slightly longer in the *plt* triple mutant, the plastochron in the inflorescence was identical, implying that floral organ initiation occurs at the same speed and is therefore not causal to the internode length phenotype (Fig. 5b,c). We then compared the overall bolting process between the two lines. *plt3 plt5 plt7* mutants bolted earlier, both in absolute time and with fewer rosette leaves, and the growth of the bolt was accelerated in comparison to Col‐0 after synchronisation to the same starting height (Figs 5d–f, S5c). Thus, same‐age inflorescences of *plt3 plt5 plt7* are longer than Col‐0. Since basal internodes are generally longer than apical ones (Fig. S5d,e), we asked if younger bolting age and growth speed alone were sufficient to explain enhanced internode length in *plt3 plt5 plt7*. Indeed, the internode length of Col‐0 and *plt3 plt5 plt7* inflorescences grown to exactly the same height was similar, but not when measured at the same age (Fig. 5h). Unexpectedly, we noticed that although the phyllotaxis phenotype of *plt3 plt5 plt7* inflorescences recurred in same‐age inflorescences, pattern regularity resembled that of Col‐0 in same‐height inflorescences, suggesting an interaction between internode length and phyllotaxis (Fig. 5g,i). We conclude that *plt3 plt5 plt7* internodes – and likely per extension, those of *plt3 plt7* and *plt3 plt4 plt5 plt7* – are primarily longer because of accelerated growth speed and earlier bolting, which appear to modify phyllotaxis.

**Fig. 5:**
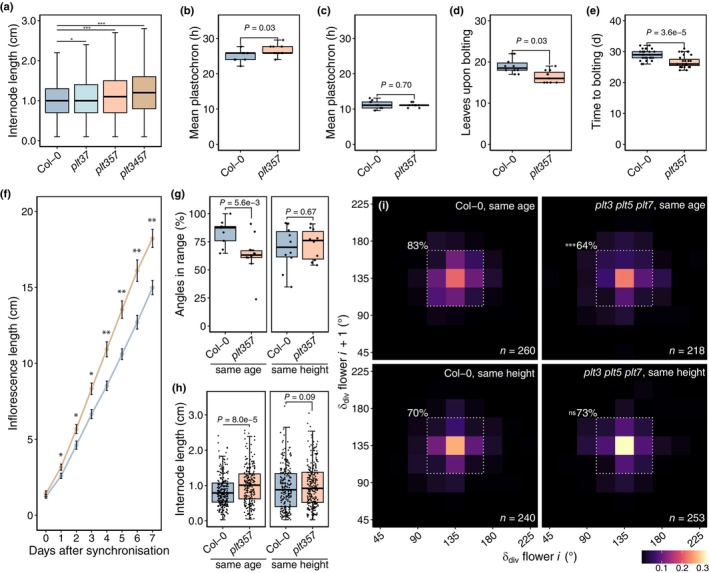
*plt* inflorescence development is accelerated in Arabidopsis. (a) Internode length of Col‐0 (*n* = 1037), *plt3 plt7* (*n* = 1136, *P* = 0.04), *plt3 plt5 plt7* (*n* = 1109, *P* = 3.0e‐4), and *plt3 plt4 plt5 plt7* (*n* = 1010, *P* = 5.4e‐10). Significance: *, *P* < 0.05; ***, *P* < 0.001. (b) Average plastochron for rosette leaves 3–15 in Col‐0 (*n* = 10) and *plt3 plt5 plt7* (*n* = 11). (c) Average plastochron in Col‐0 (*n* = 9) and *plt3 plt5 plt7* (*n* = 10) in the first 6 d after the inflorescence length exceeded 5 cm. (d) Leaves upon bolting and days to bolting (e) of Col‐0 (*n* = 10, *n* = 29, resp.) and *plt3 plt5 plt7* (*n* = 11, *n* = 31, resp.). (f) Average Col‐0 (*n* = 9) and *plt3 plt5 plt7* (*n* = 10) inflorescence length (±SEM) after synchronisation to *c*. 1.5 cm (day 0). Significance: *, *P* < 0.05; **, *P* < 0.01. (g) Per‐plant subsequent angles within a 112.5–157.5° bin range for same‐age (*n* = 9, *n* = 10, resp.) and same height (*n* = 10, *n* = 10, resp.) Col‐0 and *plt3 plt5 plt7* inflorescences (h) Internode length of same‐age (*n* = 269, *n* = 228, resp.) and same height (*n* = 250, *n* = 263, resp.) Col‐0 and *plt3 plt5 plt7* inflorescences. (i) 2D‐binning heatmap showing regularity of divergence angles (δ_div_) between successive same‐age (*P* = 2.1e−6) and same height (*P* = 0.75) flowers. The dashed square and percentage correspond to the range in Fig. 1c. Statistics are right‐tailed (a, h) and two‐tailed (c–f) Wilcoxon rank‐sum tests, left‐tailed (g) and two‐tailed Welch's *t*‐tests (b), and left‐tailed *z*‐tests (i). A Benjamini‐Hochberg (BH) correction was applied in panels (a) and (f). Boxplots display the minimum (lower whisker), first quartile, median (horizontal line), third quartile, and maximum (upper whisker) of the data. Outliers (>1.5× interquartile range from hinge) are plotted individually.

### Inherent stem torsion chirality‐dependently modifies the *plt* phyllotaxis phenotype

To understand how increased internode length could change phyllotaxis, we tested whether divergence angle and internode length were correlated. Absolute deviations from the central 135° bin increased with longer internodes in WT plants as well as in *plt3 plt7*, *plt3 plt5 plt7*, and *plt3 plt4 plt5 plt7*, suggesting a genotype‐independent effect of internode length on divergence angle (Fig. S6). Strikingly, we noticed for each of these genotypes that the data separated into two groups when we plotted divergence angle against internode length, and that these groups corresponded to clockwise and counterclockwise turning inflorescences (Fig. 6a). Whereas divergence angles of clockwise inflorescences exhibited a negative correlation with internode length, those of counterclockwise inflorescences correlated positively (Fig. 6a). We note that the regression slopes of Col‐0 and the three *plt* mutants appeared to be similar within a 95% confidence interval (Fig. 6a). In line with this finding, phyllotactic patterns of Col‐0 and *plt* inflorescences shifted to smaller or larger divergence angles if grouped by chirality, but not in the rosette or at the IM (Fig. 6b,c). Thus, phyllotaxis in *plt* mutants is modified by internode length.

**Fig. 6:**
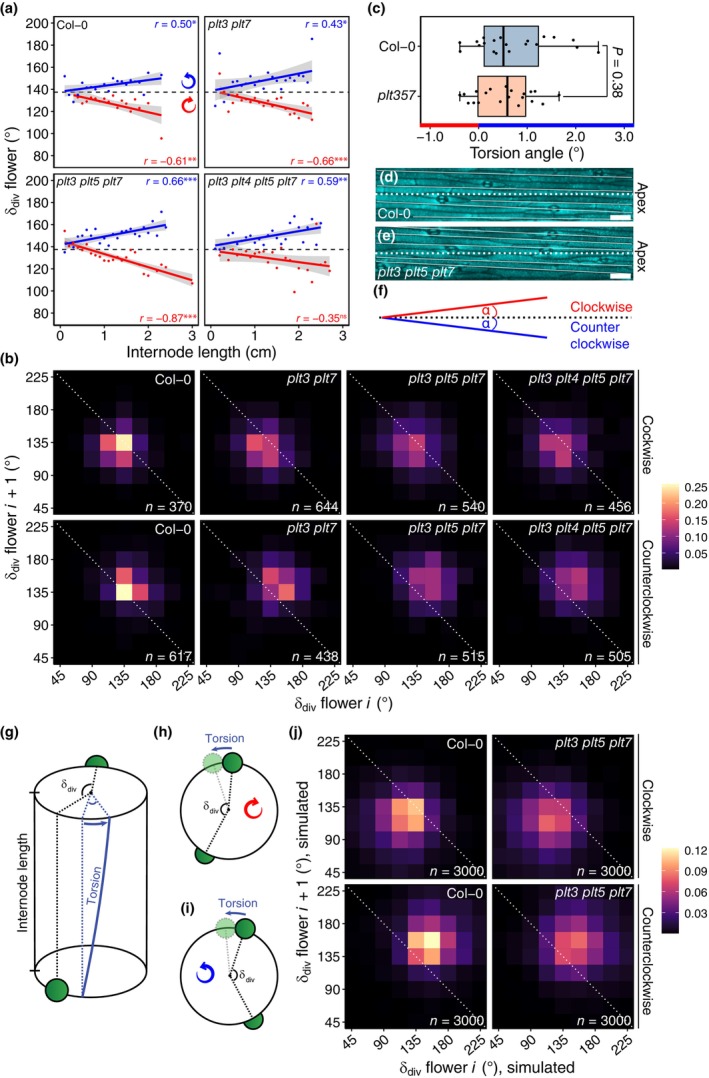
Arabidopsis Col‐0 and *plt* phyllotaxis is modified by counterclockwise torsion. (a) Divergence angle vs internode length, separated by chirality. Each dot is the average of at least four values within each 0.1 mm bin. Blue (counterclockwise) and red (clockwise) lines are linear regressions with a 95% confidence interval indicated in their respective colours. Pearson correlation coefficients for Col‐0 (*P* = 0.02, *P* = 7.6e‐3, resp.), *plt3 plt7* (*P* = 0.04, *P* = 8.2e‐4, resp.), *plt3 plt5 plt7* (*P* = 5.5e‐4, *P* = 4.3e‐8), and *plt3 plt4 plt5 plt7* (*P* = 1.8e‐3, *P* = 0.09, resp.), for counterclockwise and clockwise inflorescences, are indicated. (b) 2D‐binning heatmap showing regularity of divergence angles (δ_div_) between successive flowers, separated by chirality. A white dashed line (slope = −1) is shown for reference. (c) Measured torsion in epidermal cell files of same‐age Col‐0 (*n* = 20) and *plt3 plt5 plt7* (*n* = 20) inflorescences. *P*‐value from two‐tailed Welch's *t*‐test. Note that negative values indicate clockwise torsion, whereas positive values indicate counterclockwise torsion. Boxplot displays the minimum (left whisker), first quartile, median (vertical line), third quartile, and maximum (right whisker) of the data. All individual data points are shown. (d) Confocal top‐view (RS2200) of inflorescence epidermal cell files (and stomata) in Col‐0 and in *plt3 plt5 plt7* (e). The dashed line denotes the horizontal axis, with the inflorescence apex on the right; the solid lines correspond to cell file deflection. Bars, 50 μm. (f) Schematic view of potential clockwise and counterclockwise torsion in (d) and (e). (g) Model of how counterclockwise stem torsion affects initial phyllotactic patterning. (h) Top view of a clockwise and counterclockwise (i) meristem exhibiting counterclockwise torsion, leading to smaller and larger δ_div_ values, respectively. (j) Simulated phyllotactic patterns generated from 101 *in silico* inflorescences, with 30 internodes each, based on measured parameters for same‐age Col‐0 and *plt3 plt5 plt7* inflorescences.

It was previously shown that a *csi1* mutant adopts a bimodal, chirality‐dependent phyllotactic pattern due to consistent counterclockwise stem twisting (Landrein *et al*., 2013), with clockwise inflorescences having divergence angles smaller than the golden angle, and counterclockwise ones having larger angles, resembling our Col‐0 and *plt* phyllotaxis patterns. To assess whether our genotypes exhibited stem twisting, we imaged the epidermal cell files of inflorescence internodes in Col‐0 and *plt3 plt5 plt7* and found that they were oriented slightly oblique (*c*. 0.6°) in both genotypes, that is, from bottom‐left to top‐right, in line with counterclockwise torsion of the stem (Fig. 6c–g). Through such torsion, longer internodes in clockwise inflorescences would cause reduced divergence angles, but increased ones in counterclockwise inflorescences (Fig. 6h,i). We thus simulated Col‐0 and *plt3 plt5 plt7* inflorescence phyllotaxis using a trigonometric representation of the stem (Landrein *et al*., 2013), through generation of *in silico* inflorescences, incorporating our measurements of primordium position (Fig. 2), per‐node internode length (Fig. S5d,e), mean torsion angle (Fig. 6c), and local stem radius (Fig. S5f,g). Our simulated inflorescences were able to replicate the phyllotaxis phenotype of same‐age *plt3 plt5 plt7* inflorescences, although chirality dependency was overestimated (Fig. 6j). Moreover, when we gradually increased or decreased *plt3 plt5 plt7* internode length and/or torsion angle in our simulations, novel phyllotactic states were obtained (Fig. S8). We conclude that, compared to same‐age WT inflorescences, phyllotaxis in *plt* mutants is modified more strongly by counterclockwise stem torsion acting on longer internodes as a consequence of accelerated bolting and growth speed.

### Stem torsion chirality‐dependently drives alternative phyllotactic patterns

Since the combinatorial effect of torsion and internode length on phyllotaxis was much greater than disturbed primordium position in *plt3 plt5 plt7* mutants, we decided to further verify its impact in one *spr2* and two *tortifolia2* (*tor2* ^*T56I*^ and *tor2* ^*S178Δ*^) mutants, which exhibit various degrees and directions of organ twisting (Buschmann *et al*., 2004; Ishida *et al*., 2007). Both epidermal cell files on the inflorescences and top views of the axillary shoots demonstrated that, compared to Col‐0, *tor2* ^*T56I*^ and *spr2‐2* exhibited stronger counterclockwise torsion (resp. *c*. 3.2° and *c*. 1.7°), whereas *tor2* ^*S178Δ*^ showed subtle clockwise (*c*. −1.1°) torsion (Fig. 7a–c). In line with counterclockwise stem twisting, *spr2‐2* and *tor2* ^*T56I*^ divergence angles scaled with internode length in the same way as Col‐0, but the relationship was much steeper (Fig. 7d). Inversely, the chirality dependency in *tor2* ^*S178Δ*^ was flipped due to its clockwise torsion; that is, clockwise inflorescences produced larger divergence angles on larger internodes, and counterclockwise inflorescences smaller ones (Fig. 7d). Accordingly, we observed strong effects of torsion on phyllotaxis, with torsion direction chirality‐dependently determining the direction of phyllotactic deviation, as well as nonspiral apparent pattern attractors (Fig. 7e). For instance, *tor2* ^*T56I*^ assumes a bimodal phyllotactic pattern with 90° and 180° attractors (Fig. 7e). Together, these results highlight that PLT genes, in conjunction with internode length and stem torsion, play a central role in shaping phyllotaxis and maintaining phyllotactic robustness.

**Fig. 7:**
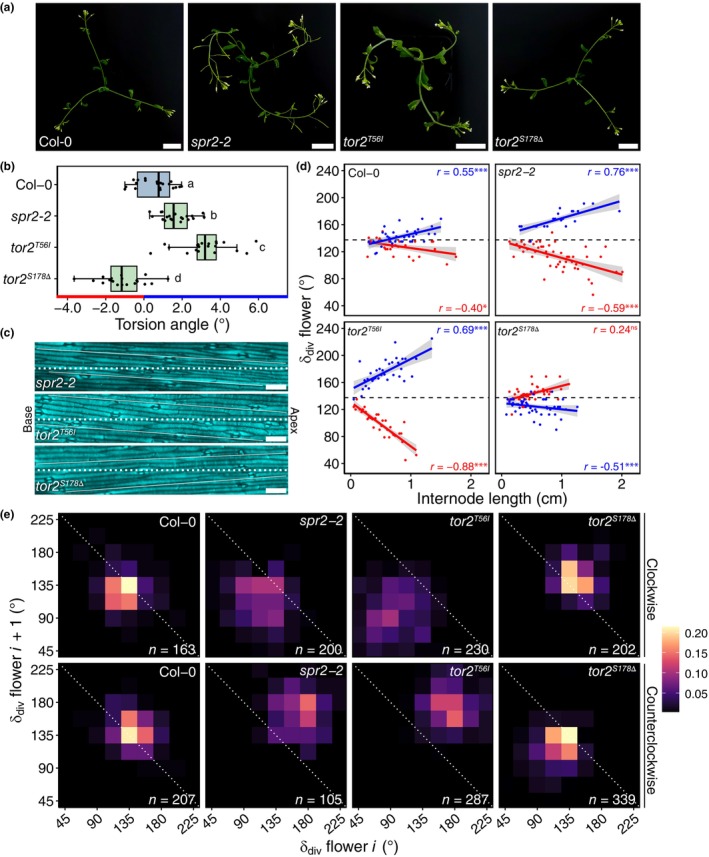
Stem torsion alters phyllotaxis chirality dependently in Arabidopsis. (a) Axillary shoots of *c*. 5‐wk‐old Col‐0 and torsion mutants, after removal of the main stem. Bars, 2 cm. (b) Measured torsion in epidermal cell files of same‐age Col‐0 and torsion mutant inflorescences (*n* = 20 each). Statistical groups (marked a, b, c and d) from an ANOVA (*P* = 1.8e‐19) followed by Tukey's *post‐hoc* tests. (c) Confocal top view (RS2200) of inflorescence epidermal cell files (and stomata). The dashed line denotes the horizontal axis, with the inflorescence apex on the right; the solid lines correspond to cell file deflection. Bars, 50 μm. (d) Divergence angle vs internode length in torsion mutants, separated by chirality, for the first 30 internodes. Each dot is the average of at least two values within each 0.01 mm bin. Blue (counterclockwise) and red (clockwise) lines are linear regressions with a 95% confidence interval indicated in their respective colors. Pearson correlation coefficients for Col‐0 (*P* = 7.2e‐4, *P* = 0.03, resp.), *spr2‐2* (*P* = 2.6e‐5, *P* = 9.8e‐6, resp.), *tor2* ^*T56I*^ (*P* = 7.1e‐6, *P* = 2.0e‐11), and *tor2* ^*S178Δ*^ (*P* = 0.10, *P* = 6.9e‐4, resp.), for counterclockwise and clockwise inflorescences, are indicated. (e) 2D‐binning heatmap showing regularity of divergence angles (δ_div_) between successive flowers, separated by chirality. A white dashed line (slope = −1) is shown for reference. Boxplots display the minimum (lower whisker), first quartile, median (horizontal line), third quartile, and maximum (upper whisker) of the data. Outliers (>1.5× interquartile range from hinge) are plotted individually.

## Discussion

Here, we demonstrate that PLTs influence phyllotaxis at multiple levels in the rosette and inflorescence. We show that reducing PLT levels generates a noisier phyllotactic spiral in the inflorescence and causes a slower convergence to the golden angle in the rosette, and that complete loss of PLTs exacerbates these phenotypes (Fig. 1). We observed reduced patterning robustness at the level of the IM in *plt3 plt5 plt7* – and at low frequencies, the occurrence of 90° and 180° divergence angles (Fig. 3), likely resulting from altered modulation of auxin and cytokinin signalling genes (Figs 2, 4). Nevertheless, this phenotype is minor, and it is ultimately the cooperative effect of accelerated inflorescence development, meristem chirality, and stem torsion that manifests the patterning phenotype of same‐age inflorescences of *plt3 plt5 plt7* (Figs 5, 6). In addition, we showcase the large impact of torsion in adjusting phyllotaxis postinitiation (Fig. 7).

As our work redefines the phyllotactic phenotype components of *plt3 plt5 plt7*, it raises questions about their specific functions in the SAM and IM. This is especially relevant because, unlike zygotes, lateral root primordia, callus, and the root apical meristem, SAMs and IMs do not require PLT activity to progress development or to be maintained. Even more so, our RNA‐seq did not detect differential expression of the meristematic organisation genes *WUS*, *CLV3*, *STM*, or *CUC2*, despite *plt3 plt5 plt7* having a smaller IM area (Fig. 3b,c), suggesting that reduced PLT levels do not affect the organisation of the stem cell niche. Curiously, smaller IMs have been described to promote phyllotactic robustness (Landrein *et al*., 2015), but this is not the case in *plt3 plt5 plt7*. In that aspect, *plt3 plt5 plt7* bears a striking resemblance to the *vernalisation‐independent 3* (*vip3*) mutant, which also exhibits reduced phyllotactic regularity at the IM despite forming a smaller meristem (Fal *et al*., 2017). This RNA polymerase‐associated factor 1 complex component was shown to promote the spatial regularity of auxin response peaks, linking phyllotactic variance to modulation of the auxin response. Judging from our transcriptomics and DAP‐seq data, it is an attractive hypothesis that PLTs similarly provide patterning robustness through regulation of auxin and cytokinin pathway components. This includes the *NPY* gene family, of which multiple mutants or combinations with *yuc1* and *yuc4* bear a striking resemblance to our *plt3 plt5 plt7 pin1* ^*T600I*^ mutant (Cheng *et al*., 2007, 2008; Furutani *et al*., 2014). This notion is supported by the enhanced susceptibility of *plt* double mutants to NPA or reduced *PIN1* levels (Prasad *et al*., 2011) and the complete PLT‐dependency of the *pin1* ^*T600I*^ phenotype. In addition, reduced auxin biosynthesis in the *yuc1/+ yuc4* mutant phenocopied *plt3 plt5 plt7* (Pinon *et al*., 2013). For cytokinin, PUPs have recently been described as cytokinin transporters in the SAM and IM, with *pup7*, *pup8*, *pup21* triple mutants displaying disturbed phyllotaxis and knockdown resulting in reduced cytokinin signalling (Hu *et al*., 2023). Together with the phyllotactic stabilisation conferred by the cytokinin signalling inhibitor AHP6 (Besnard *et al*., 2014), it becomes clear that precise control of hormone fluxes is critical for robust pattern formation. Especially attractive is the fact that this mode of PLT action supports both the classical auxin maximum model (Reinhardt *et al*., 2003; Smith *et al*., 2006), as well as the more recently proposed centrifugal wave model for phyllotaxis (Galvan‐Ampudia *et al*., 2020), since disturbed hormone levels and fluxes would compromise both polarisation and impact temporal dynamics. Future research will have to solidify the role of PLTs in phyllotaxis through combined loss of meristematic PLTs and PUPs/AHPs/NPYs.

When we described that loss of PLT3, PLT5, and PLT7 manifested metastable 90° and 180° pattern attractors in the IM (Prasad *et al*., 2011; Pinon *et al*., 2013), we were unable to pinpoint why these two attractors existed. It now becomes evident that metastability can be achieved from counterclockwise torsion displacing the clockwise spiral to smaller angles and the counterclockwise spiral to larger ones. Given the dependence of displacements from the golden angle on internode length, we suspect that the discrepancy between *plt3 plt5 plt7* phenotypes after switching growth conditions arose from altered genotype‐dependent inflorescence development. For instance, the original conditions could have triggered more pronounced accelerations in bolting and inflorescence growth speed in *plt3 plt5 plt7* compared to our current conditions, which together with counterclockwise stem torsion would have led to longer internodes and larger chirality‐dependent deviations from the golden angle. Our simulations incorporating inflorescence parameters from *plt3 plt5 plt7* predicted that increased internode length (by a factor of 2) can establish apparent nonrandom phyllotactic patterns *c*. 90° (clockwise) and 180° (counterclockwise), a state that can be reached with shorter internodes in combination with enhanced stem torsion (Fig. S8). Moreover, *spr2* and *tor2* mutants experimentally verified that enhanced torsion as a consequence of cortical microtubule array skewing (Buschmann *et al*., 2004; Ishida *et al*., 2007) modifies phyllotaxis (Fig. 7e). While stronger counterclockwise torsion, as measured in Col‐0/*plt3 plt5 plt7* (0.6°), *spr2‐2* (1.7°), and *tor2* ^*T56I*^ (3.2°), resulted in progressively more chirality‐dependent phyllotactic deviation from the golden angle, clockwise torsion inversed the chirality dependency. This finding demonstrates that torsion strength and direction through cortical microtubule orientation control the degree and chirality‐dependency of postinitiation phyllotactic modification. We thereby expand on previous work in which *spr2‐2* and *csi1* were shown to twist counterclockwise, leading to bimodal phyllotaxis (Landrein *et al*., 2013).

Despite exhaustive forward mutagenesis screens in the last decades, no Arabidopsis mutants have ever been described that consistently adopt alternative (nonspiral) phyllotactic patterns. Our EMS mutagenesis screening in the sensitised *plt3 plt5 plt7* background also did not yield any mutants with regular alternative primordium initiation positions, suggesting that the loss of patterning robustness in combination with additional mutations in Arabidopsis is insufficient to facilitate a transition from the spiral configuration. Simulations by Smith *et al*. (2006) already showed that phyllotactic pattern switching demands joint tuning of molecular and morphometric parameters. For instance, the ‘simplest’ transition from a distichous to a decussate pattern required elevated auxin production, reduced PZ width, and increased CZ size (Smith *et al*., 2006). In line with this finding, the only consistent transitions between phyllotactic patterns have been reported for the maize *aberrant phyllotaxy1/2* (*abph1/2*) and rice *decussate* (*dec*) mutants, of which leaves shifted from distichous to decussate phyllotaxis patterns (Jackson & Hake, 1999; Itoh *et al*., 2012; Yang *et al*., 2015). It has been postulated that SAM enlargement in these monocot mutants – perhaps jointly with defective cytokinin and/or auxin signalling in *abph1* and *dec* – allowed switching to decussate phyllotaxis, although the precise molecular mechanisms remain unclear. The required parameters for phyllotactic pattern switching might not be achievable in Arabidopsis or other eudicot SAMs/IMs due to morphological or molecular constraints.

In a broader sense, our study emphasizes that phyllotaxis in Arabidopsis is a highly conditional phenotype that relies strongly on the sum of environmental cues and at which stage it is measured. At initiation, phyllotactic robustness has been demonstrated to depend on day length (Landrein *et al*., 2015). Postinitiation, cortical microtubule orientation (leading to torsion) is of major importance, which is in turn subject to various inputs, including light, hormones, and mechanical stress (Fischer & Schopfer, 1997; Lindeboom *et al*., 2013; Wang *et al*., 2018; Adamowski *et al*., 2019). Erratic internode elongation due to interactions between *MIR164* and *CUC2* also dramatically changed phyllotaxis of the inflorescence (Peaucelle *et al*., 2007; Sieber *et al*., 2007). Furthermore, it remains unclear to what extent SAM/IM size is influenced by bolting parameters, both in WT and mutant backgrounds – including in *plt3 plt5 plt7* – and how this interaction influences phyllotaxis. Together with our finding that reduced *plt3 plt5 plt7* IM organ initiation robustness is overshadowed by postinitiation pattern modifications, this also implies that even if novel stable phyllotactic patterns in the IM are found, it will be very challenging to maintain such patterns across an elongating plant responding to its environment. Instead, controlling internode length and torsion might offer a better alternative strategy to modify phyllotaxis, albeit dependent on meristem chirality.

## Competing interests

None declared.

## Author contributions

Conceptualization: MK, HH, BS, VW; Methodology: MK, HH, BS, VW; Formal analysis: MK, FK; Investigation: MK, FK; Writing: MK, VW; Editing: BS; Visualization: MK; Supervision: BS, VW; Project administration: VW; Funding acquisition: MK.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Fig. S1** Inflorescence phyllotaxis of *plt3 plt5 plt7‐t* is destabilized compared to same‐age Col‐0 plants.
**Fig. S2** SAM and IM transcriptomes between Col‐0 and *plt3 plt7* differ slightly.
**Fig. S3** PLTs bind target genes close to the TSS.
**Fig. S4** Morphology of *plt3 plt5 plt7 pin1* ^*T600I*^ shoot apices.
**Fig. S5** *plt3 plt5 plt7* inflorescence development is accelerated.
**Fig. S6** Absolute deviation from the golden angle bin correlates positively with internode length.
**Fig. S7** Rosette and IM phyllotactic patterns are not dependent on chirality.
**Fig. S8** Increasing internode length and/or torsion angle changes phyllotactic patterning of simulated inflorescences.

**Table S1** Oligonucleotides used in this study.
**Table S2** Identified DEGs in SAMs and IMs of Col‐0 and *plt3 plt7*.
**Table S3** DAP‐seq experimental metrics.
**Table S4** DAP‐seq peak annotations relative to the TSS.
**Table S5** Overlap between DAP‐seq datasets.
**Table S6** *pin1* ^*T600I*^ phenotype segregation in *plt* mutant backgrounds.
**Table S7** *pin1* ^*T600I*^ phenotype–genotype correlation in *plt3/+ plt5 plt7*.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

The DAP‐seq, RNA‐seq, and *pin1* ^*T600I*^ allele WGS data are available in the Gene Expression Omnibus accession numbers GSE289412, GSE289413, and GSE289414, respectively.

# Supplementary material for: PLETHORAs shape Arabidopsis phyllotaxis through modulation of patterning robustness and accelerated inflorescence development
**Source:** New Phytol. 2025 Oct 11;249(1):495–511. doi: 10.1111/nph.70620
**Supplement:** Supplementary file 1 — Fig. S1 Inflorescence phyllotaxis of plt3 plt5 plt7‐t is destabilized compared to same‐age Col‐0 plants. Fig. S2 SAM and IM transcriptomes between Col‐0 and plt3 plt7 differ slightly. Fig. S3 PLTs bind target genes close to the TSS. Fig. S4 Morphology of plt3 plt5 plt7 pin1 T600I shoot apices. Fig. S5 plt3 plt5 plt7 inflorescence development is accelerated. Fig. S6 Absolute deviation from the golden angle bin correlates positively with internode length. Fig. S7 Rosette and IM phyllotactic patterns are not dependent on chirality. Fig. S8 Increasing internode length and/or torsion angle changes phyllotactic patterning of simulated inflorescences.

## **New Phytologist Supporting Information**

### **Article title:**

PLETHORAs shape Arabidopsis phyllotaxis through modulation of patterning robustness and accelerated inflorescence development

### **Authors:**

Merijn Kerstens, Freek van der Klugt, Hugo Hofhuis, Ben Scheres and Viola Willemsen

### **Article acceptance date:**

15 September 2025

### Supporting table legends [provided as a separate Excel file]

**Table S1.** Oligonucleotides used in this study.

**Table S2.** Identified differentially expressed genes in SAMs and IMs of Arabidopsis Col-0 and *plt3 plt7*. SAM = shoot apical meristem, IM = inflorescence meristem, N/A = not available.

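For each library, the table gives the reads that mapped to the genome, the filtered reads that remained for peak calling and the FRiP, and for each dataset the number of reproducible peaks. The filtered reads set the depth at which peaks could be called. The highest number of mapped reads, 144340271, belongs to replicate 2 of PLT3 in the IM. The number of mapped reads given for replicate 2 of PLT7 in the SAM is identical to the number of filtered reads given for replicate 2 of PLT5 in the SAM. Most mapped reads of the GFP libraries did not pass the filters, since 60964919 to 91481090 reads mapped in these libraries.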

**Table S3.** DAP-seq experimental metrics. SAM = shoot apical meristem, IM = inflorescence meristem, IDR = irreproducible discovery rate, FRiP = fragment of reads in peaks.

**Table S4.** DAP-seq peak annotations relative to the closest transcription start site (TSS). SAM = shoot apical meristem, IM = inflorescence meristem.

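Each peak is listed with its distance from a transcription start site. The first 1998 of the 76342 rows of the table were read here, and 1989 of them name a locus with an annotation in TAIR10.1. Distances were recomputed from the deposited peaks in 24 ways, with 3 reference points (gene start, start of the first-numbered transcript, start codon), 4 points of the peak and 2 rankings of peaks, a comparison chosen after the values were seen. Within a tolerance of 2 bp, the listed distance was that of the peak's midpoint from the gene start in 79.9% of the rows and from the start of the first-numbered transcript in 81.5%. The distance of the summit from the gene start matched in 3.17% of the rows or fewer. In most of the rows read, the distance thus refers to the middle of a peak, whereas the distances given at single genes here refer to its summit.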

**Table S5.** Overlap between DAP-seq datasets. SAM = shoot apical meristem, IM = inflorescence meristem.

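A pair of datasets has 1 number of shared peaks and 2 shares, since the number can be divided by the size of either dataset. In the re-derived datasets, 410 peaks were shared between PLT5 and PLT7 in the SAM and 1345 in the IM, and 399 and 1241 between PLT5 and PLT3. Between the tissues, 13978 peaks were shared for PLT3, 330 for PLT5 and 17626 for PLT7. A share near the maximum in one direction and a low share in the other follow from unequal sizes alone when the smaller dataset is contained in the larger.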

**Table S6.** *pin1*<sup>T600I</sup> phenotype segregation in Arabidopsis *plt* mutant backgrounds.

**Table S7.** *pin1*<sup>T600I</sup> phenotype-genotype correlation in Arabidopsis *plt3/+ plt5 plt7*.

## Supporting figures

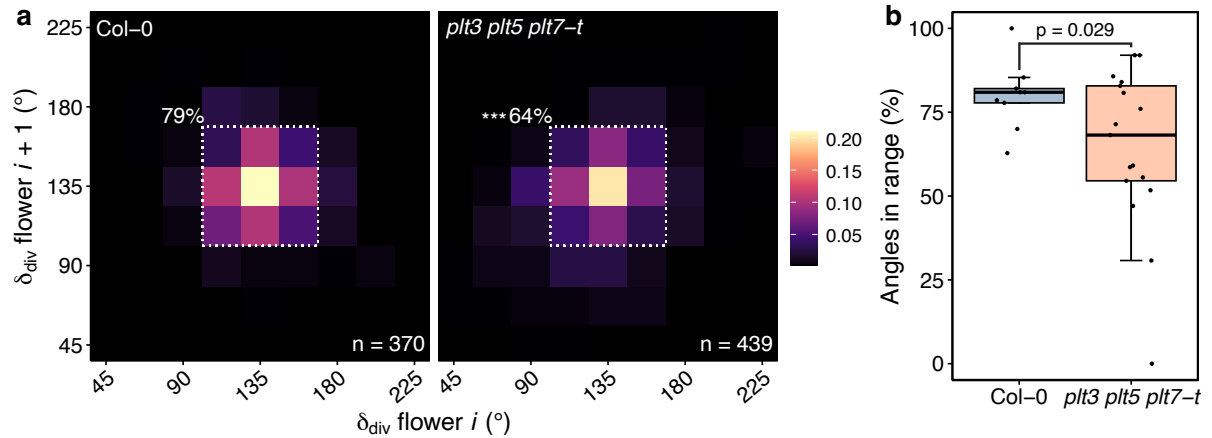

**Figure S1.** Inflorescence phyllotaxis of *plt3 plt5 plt7-t* is destabilized compared to same-age Col-0 plants. **(a)** 2D-binning heatmap showing regularity of the divergence angles ( $\delta_{\text{div}}$ ) between successive flowers, in which angles ( $i$ , x-axis) are plotted against their subsequent angle ( $i+1$ , y-axis), with colours denoting density. The dashed square and percentage correspond to divergence angles falling within the 112.5-157.5° bin range. Statistical test is a two-tailed two-proportion z-test (\*\*\*:  $p = 3.8\text{e-}6$ ). **(b)** Per-plant percentage of angles within the dashed box in **(a)** in Col-0 ( $n = 9$ ) and *plt3 plt5 plt7-t* ( $n = 17$ ). p-value is from a two-tailed Welch's t-test. Boxplots display the minimum (lower whisker), first quartile, median (horizontal line), third quartile, and maximum (upper whisker) of the data. Outliers ( $>1.5\text{x}$  interquartile range from hinge) are plotted individually.

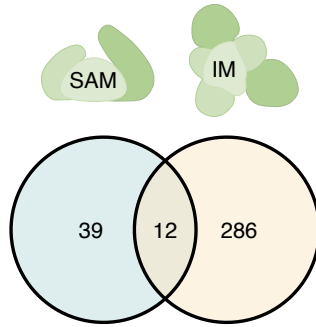

**Figure S2.** SAM and IM transcriptomes between Col-0 and *plt3 plt7* differ slightly. Differentially expressed genes identified in the SAM (left) and IM (right). SAM = shoot apical meristem, IM = inflorescence meristem.

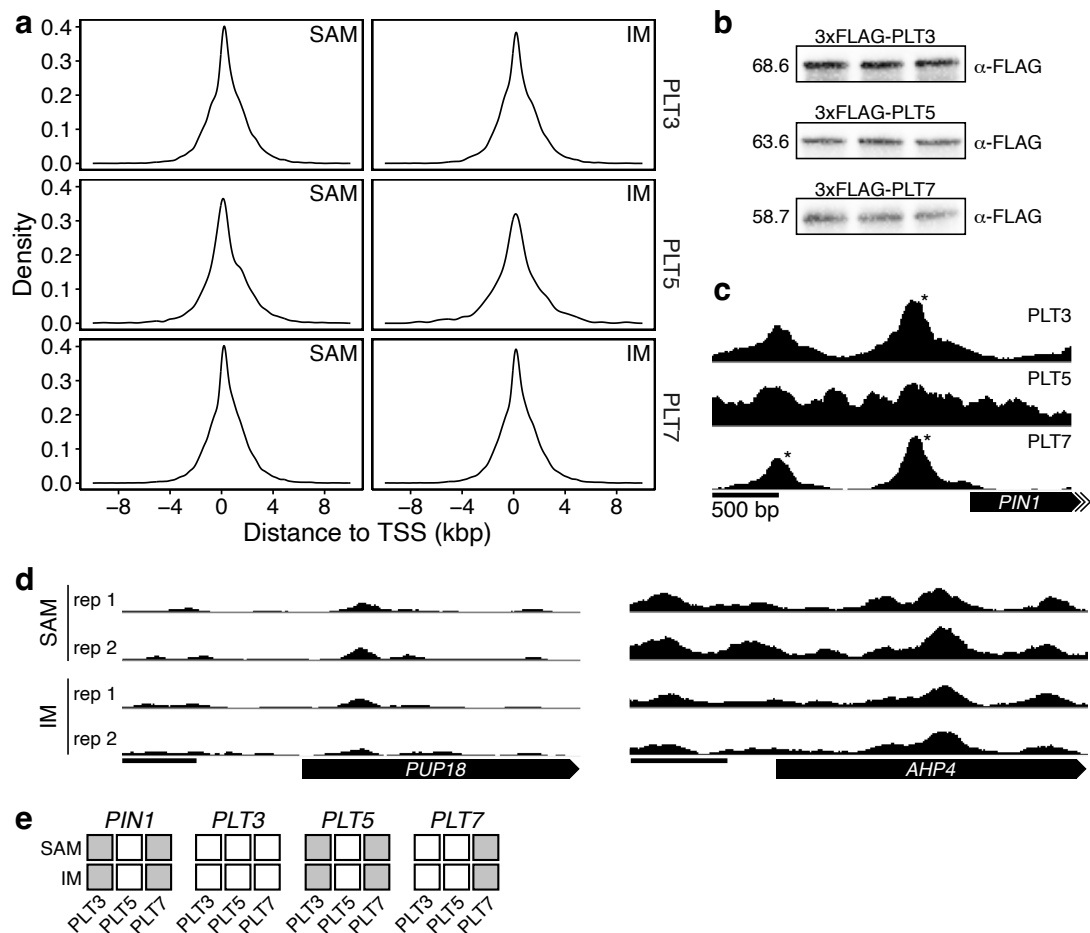

**Figure S3.** PLTs bind target genes close to the TSS. **(a)** Density plots of significant peak position in relation to the TSS. **(b)** Western blot of equal 3xFLAG-PLT in vitro translation reaction fractions, with three replicates each. Estimated molecular weight in kDa is indicated. **(c)** DAP-seq coverage tracks in one IM replicate showing a region upstream of *PIN1*. Asterisks indicate significant peaks after replicate integrating through IDR. \* indicates a significant peak. **(d)** PLT7 DAP-seq coverage tracks of *PUP18* and *AHP4*, in which no significant peaks were found. Scale bars are 500 bp. **(e)** Overview of genes with a peak (grey) within a [-1500 bp, 500 bp] range. SAM = shoot apical meristem, IM = inflorescence meristem, DAP = DNA Affinity Purification.

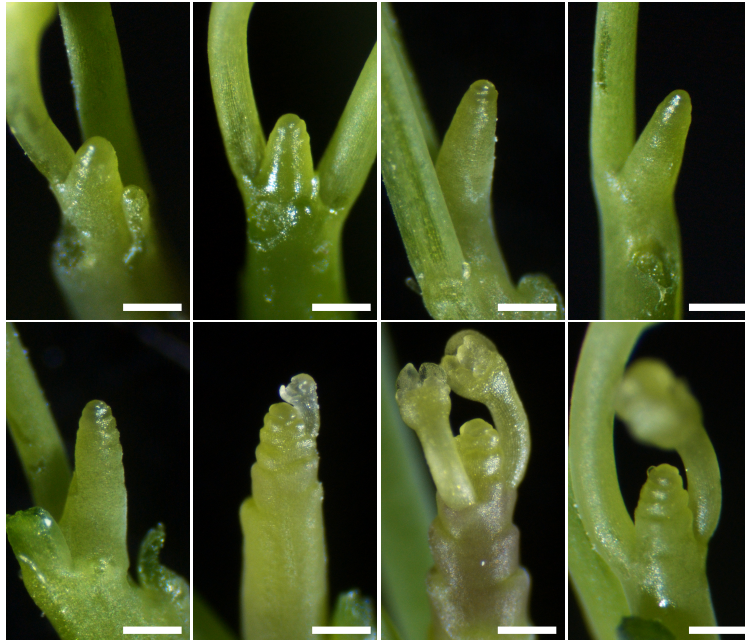

**Figure S4.** Morphology of *plt3 plt5 plt7 pin1<sup>T600I</sup>* shoot apices. Apices are either smooth (upper) or contain ridges (lower). Scale bars are 500  $\mu\text{m}$ .

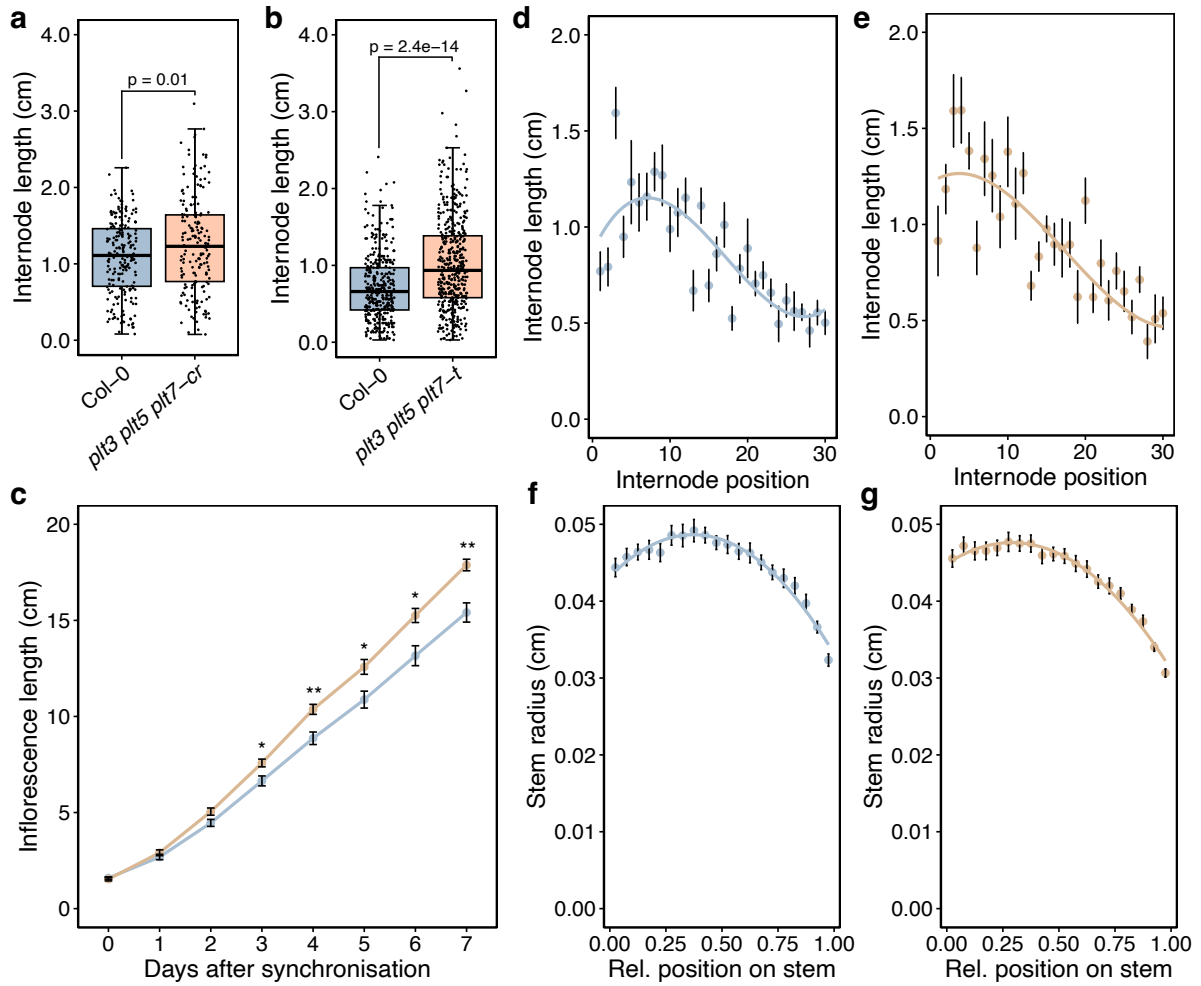

**Figure S5.** *plt3 plt5 plt7* inflorescence development is accelerated. **(a)** Internode length of same-age Col-0 (n = 209) and *plt3 plt5 plt7* (n = 183) inflorescences. p-value from right-tailed Wilcoxon rank-sum test. **(b)** Internode length of same-age Col-0 (n = 379) and *plt3 plt5 plt7-t* (n = 456) inflorescences. p-value from right-tailed Wilcoxon rank-sum test. **(c)** Average Col-0 (n = 8) and *plt3 plt5 plt7* (n = 8) inflorescence length ( $\pm$  SEM) after synchronisation to  $\sim 1.5$  cm (day 0). Significance from two-tailed Wilcoxon rank-sum tests with BH correction; \*  $p < 0.05$ , \*\*  $p < 0.01$ . **(d)** Internode length ( $\pm$  SEM) over internode position (base to apex), for the first 30 internodes, with third-degree polynomial fit in Col-0 (n = 9) and *plt3 plt5 plt7* (n = 10) **(e)**. **(f)** Stem radius ( $\pm$  SEM) over relative stem position with quadratic fit in Col-0 (n = 17) and *plt3 plt5 plt7* (n = 18) **(g)**. Boxplots display the minimum (lower whisker), first quartile, median (horizontal line), third quartile, and maximum (upper whisker) of the data. Outliers ( $>1.5\times$  interquartile range from hinge) are plotted individually.

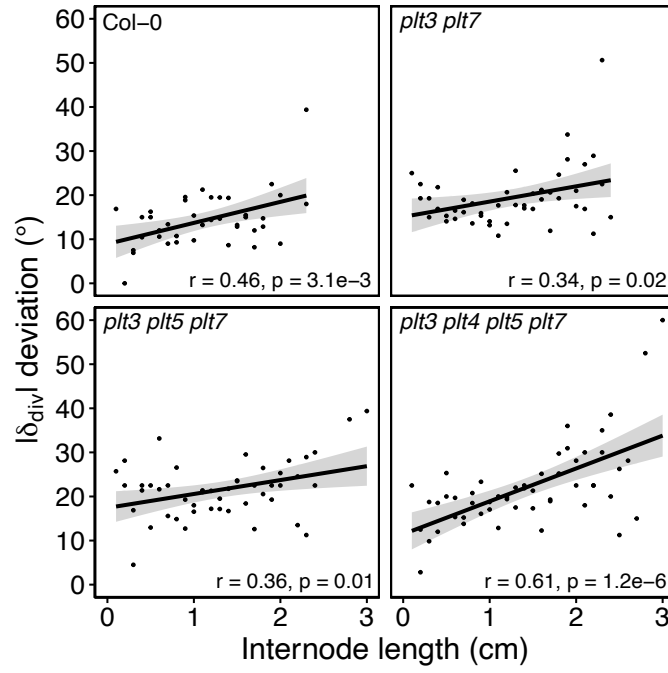

**Figure S6.** Absolute deviation from the golden angle bin correlates positively with internode length. Each dot is the average of at least three values within each 0.1 mm bin for internode positions 2 to 25. Black lines are linear regressions with the 95% confidence interval in grey.  $\delta_{div}$  = divergence angle.

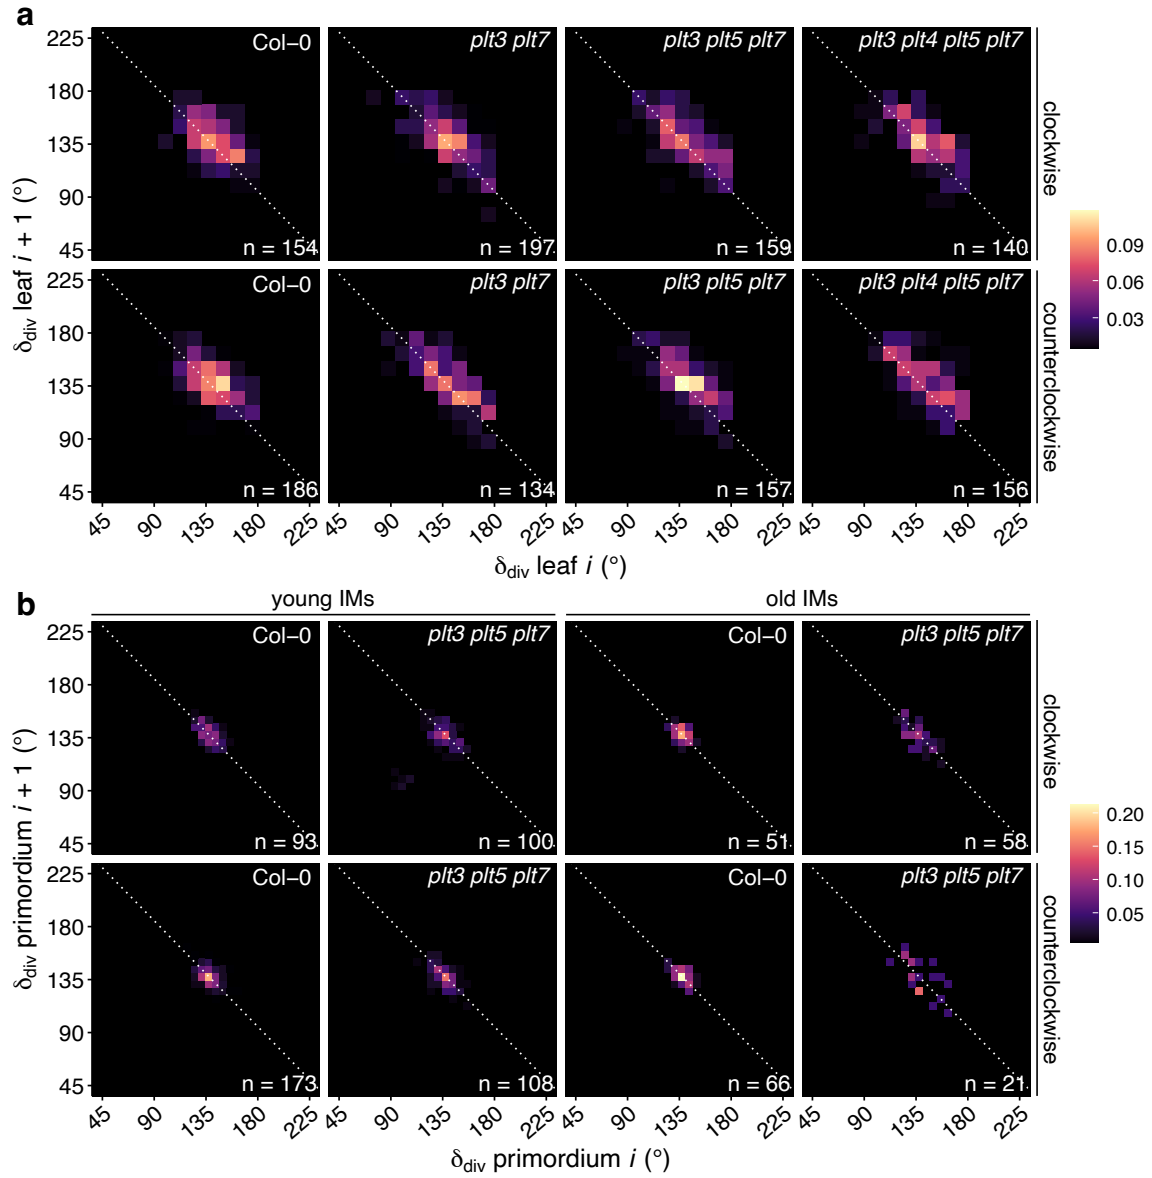

**Figure S7.** Rosette and IM phyllotactic patterns are not dependent on chirality. **(a)** 2D-binning heatmap (6.25° per bin) showing regularity of divergence angles ( $\delta_{\text{div}}$ ) between successive rosette leaves and flower primordia at the IM **(b)**, separated by chirality. The white dotted line serves as a visual guide (slope = -1).

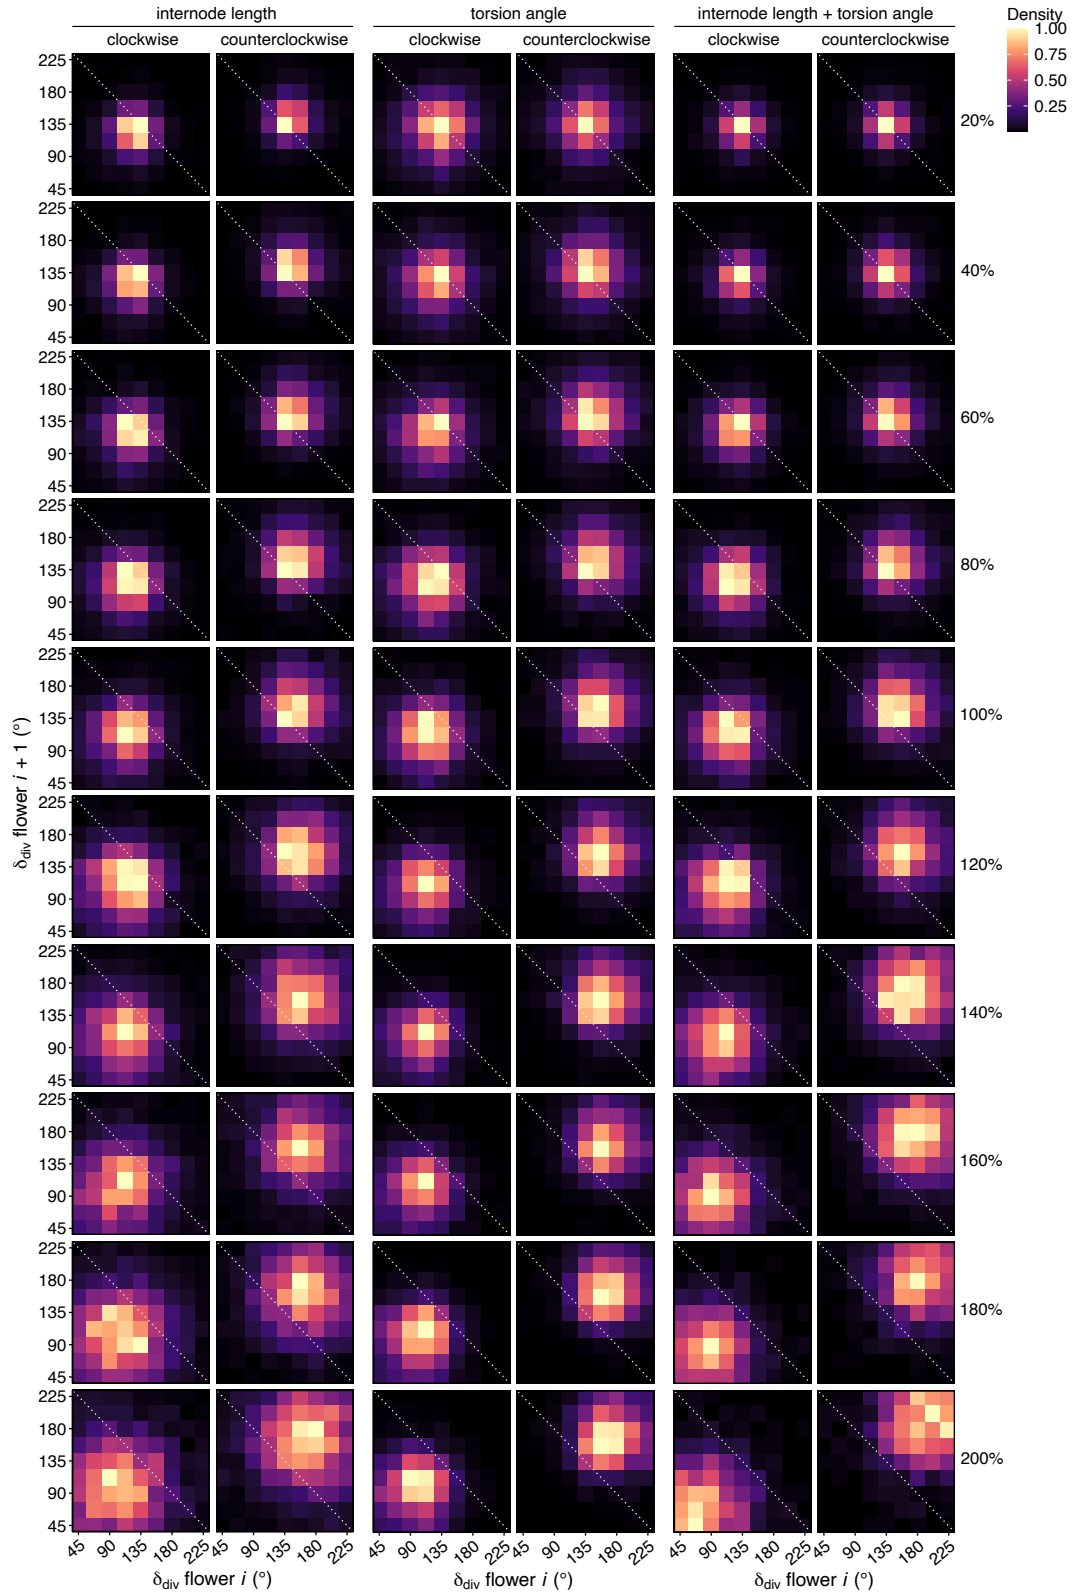

**Figure S8.** Increasing internode length and/or torsion angle changes phyllotactic patterning of simulated inflorescences. Clockwise and counterclockwise patterns generated from 101 in silico inflorescences, with 30 internodes each, based on measured parameters for *plt3 plt5 plt7* inflorescences as in Fig. 6j (= 100%). For phyllotactic predictions with altered internode length and/or torsion angle, only the mean values were changed in 20% increments (> 100%) or decrements (< 100%).  $\delta_{div}$  = divergence angle.

How the deposited data were processed for this re-analysis (not part of the article)

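The data came from DAP-seq with 3xFLAG-tagged PLT3, PLT5 and PLT7 and with GFP as a control, each on genomic DNA of SAMs and of IMs with 2 replicates, 16 libraries in all. Samples were grouped by protein and tissue as the paper names them. For each library the authors deposited a peak list made with MACS3 at a q-value threshold of 0.1, a maximum gap of 100 bp and no control library. The authors' peak calling gave the fold enrichment as deposited in column 7, a ratio to the local background that is not on a log scale. The −log10 p-values and −log10 q-values, as deposited in columns 8 and 9, were computed by the authors with MACS3. The score as deposited was made by the authors' peak calling as 10 times the −log10 q-value with decimals dropped. The lists include the authors' read filtering and peak calling. They do not include the comparison of replicates or the removal of GFP peaks. Sequence names matched those of the RefSeq copy of TAIR10.1, which also gave the gene annotation.

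The comparison of replicates used a re-implementation of the IDR model in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The authors used version 2.0.3 of the idr software. Peaks were ranked by fold enrichment, retained at an IDR below 0.05 and removed when at least 1 bp overlapped a GFP peak of the same tissue. The re-implementation was tested on simulated data. With 20000 simulated regions, 6.36% of those called were irreproducible and 96.6% of the reproducible ones were recovered. With 4000 regions the values were 3.67% and 82.5%. The simulated components were well separated. In the data, the fitted mean of the reproducible component was lower than simulated for PLT3, at 0 in both tissues. For PLT5 it was lower too, at 0.412 in the SAM and 0.591 in the IM. The simulation therefore does not test the PLT3 and PLT5 fits. Figures were drawn with matplotlib 3.10.9.

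Peaks were shared at a reciprocal overlap of 50%. The distance to the nearest gene start was measured from the summit, and a gene counted as bound when a peak overlapped the window from 1500 bp upstream to 500 bp downstream of its start. Chance levels came from 100 shuffles of the peaks within their chromosomes. Motif matrices of 16 bp were fitted with at most 600 windows of chromosomes 1 and 2, using 5 seeds of 6 bp and 60 rounds of expectation maximisation, and scored on chromosomes 3, 4 and 5. In 600 simulated windows the fitted matrix had a correlation of 0.998 with the planted motif, and 89.9% of the windows with a planted site were called. Shares carry 95% Wilson intervals, which cover counting error only. Counts were compared with Fisher's exact test, and correlations with exact permutation tests, or with sampled permutations for the 12 libraries.

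The named genes follow a fixed rule: every gene shown in Fig. 2e, S3d and S3e, the 12 genes of Table S2 that are differentially expressed in both tissues, and the peak with the highest mean fold enrichment of the replicates in each of the 6 datasets, with its nearest gene start. The result for 1 item under this rule is not reported here. The datasets, comparisons, tests and most alternatives were set before the data were examined. These alternatives were a ranking by p-value, IDR thresholds of 0.01 or none, a q-value of 0.01, other rules for GFP peaks, reciprocal overlaps of 80% or any 1 bp, datasets of equal size, windows of 1000 bp upstream only and of 3000 bp upstream to 1000 bp downstream, other motif settings, and each replicate left out. A further 3 alternatives were added after the values were seen: the start of any transcript model, the peak midpoint nearest to a transcript start, and a grid of 18 combinations of start, ranking and GFP rule. The grid was compared with the paper's figure and is not independent evidence.

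Read depth and FRiP were taken from Table S3 as the paper's values, since reads were not analysed. The RNA-seq and phenotype results were not analysed here, apart from the lists of differentially expressed genes in the paper's tables, whose genes were searched for peaks. Earlier binding datasets that the paper cites were not analysed here.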

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

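The test of extra copies in this part was chosen only after the result was seen. The strongest peak of each dataset, by the mean fold enrichment of the replicates, was a signal that the paper does not report on. In 5 of the 6 datasets this peak lay at one place on chromosome 3, from 13705820 to 13706111 in the PLT3 dataset of the SAM. Its mean fold enrichment was 23.5 for PLT3, 22.1 for PLT5 and 25.6 for PLT7 in the SAM and 20.2 for PLT3 and 22.3 for PLT5 in the IM, against median fold enrichments of 2.59 to 3.95 in these datasets. It ranked between 2 and 6 in every PLT library. No GFP library had a peak there, which the removal of GFP peaks fixes for any peak of a dataset. The place is intergenic, and the nearest gene start, that of AT3G33084, is 30824 bp away.

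An accumulation of motif sites was argued against, since the summit held 0 motif positions above the threshold, against a median of 1 in the PLT7 dataset of the SAM. Of the peaks in that dataset, 44.7% held none. Extra copies of the sequence in the plant genome, held once in the reference, may raise the fold enrichment with every protein. A probe of 51 bp around the summit occurred 1 time in the assembly. The ratio of fold enrichment between PLT5 and PLT7 at the site was 0.861 in the SAM and 0.946 in the IM, against medians of 0.398 and 0.343 over the peaks of both proteins, and above 95.9% and 98.9% of them. A ratio near 1 goes with extra copies. The site was chosen for its strength, with PLT5 too, which may raise the ratio as well, so that extra copies cannot be told apart from other causes. No biological explanation was tested.

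In the PLT7 dataset of the IM the strongest peak lay in the mitochondrial genome, from 164106 to 164624, with fold enrichments of 31.6 and 24.2 in the replicates and a mean of 27.9. No GFP library had a peak there. No technical or biological explanation was tested for this peak.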

How the results depend on the processing

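The start of any transcript model, the peak midpoint nearest to a transcript start and the 18 combinations of start, ranking and GFP rule were chosen only after the results were seen. No paired analysis was possible because the results come from peak sets called in each library, without a test that pairs samples. Where no cause is given below, the cause was not tested.

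All 84 alternative values for the overlap between baits and all 36 for the overlap between tissues, leaving out the fits without a replicate, stayed above the shuffled level, and all 24 alternatives of the motif share stayed above background. Of 42 alternatives for the number of peaks, 36 stayed within 1.5 times the main number. At an IDR threshold of 0.01 the datasets held 244 PLT3 and 221 PLT5 peaks in the SAM and 101 PLT3 and 606 PLT5 peaks in the IM. Without IDR there were 2560 PLT5 peaks in the SAM and 5063 in the IM, since PLT5 loses most matched peaks at that step. At the threshold of 0.01 the share of PLT3 peaks in PLT7 fell from 79.5 to 52.5% in the SAM and from 81.9 to 48.5% in the IM, and that of PLT5 in PLT3 in the IM from 81.1 to 5.78%. All PLT3 values at that threshold, here and below, rest on PLT3 fits with poorly separated components and do not describe a stricter set.

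With 1 replicate left out, no replicate remained to compare with, so each dataset was the peak list of 1 library after the removal of GFP peaks. The number of peaks was from 22083 to 29105 for PLT3 in the SAM, from 3625 to 6073 for PLT5 in the SAM and from 8713 to 9056 for PLT5 in the IM. In the SAM, from 74.7 to 76.0% of PLT3 and from 72.2 to 73.7% of PLT5 peaks were shared with PLT7, from 68.6 to 68.9% of PLT5 and from 65.6 to 78.0% of PLT7 peaks with PLT3, and from 10.4 to 15.8% of PLT7 and from 11.3 to 14.3% of PLT3 peaks with PLT5. In the IM, the ranges were from 73.6 to 80.5% (PLT3 in PLT7), from 66.5 to 68.2% (PLT5 in PLT7), from 55.7 to 63.7% (PLT5 in PLT3), from 70.4 to 72.2% (PLT7 in PLT3), from 20.2 to 21.3% (PLT7 in PLT5) and from 19.4 to 20.2% (PLT3 in PLT5). Between tissues, the share of SAM peaks found in the IM was from 68.1 to 70.7% (PLT3), from 57.4 to 62.7% (PLT5) and from 77.4 to 80.2% (PLT7), and that of IM peaks found in the SAM from 56.8 to 76.0%, from 26.1 to 38.5% and from 67.8 to 78.3%. The motif share was from 43.8 to 45.8% (PLT3), from 54.9 to 59.4% (PLT5) and from 50.5 to 50.7% (PLT7) in the SAM and from 40.1 to 42.6%, from 48.8 to 49.1% and from 49.4 to 50.5% in the IM. Genes with a PLT5 peak numbered from 1710 to 3016 in the SAM and from 4336 to 4593 in the IM.

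The share of summits near a gene start moved most with the distance. Within 500 bp it was 30.1% (PLT3) and 30.1% (PLT7) in the SAM and 29.8% (PLT3) in the IM, all now above the shuffles, and the PLT5 shares of 28.7% (SAM) and 32.9% (IM) changed to the upper side of the shuffled mean. At an IDR threshold of 0.01 the share was 46.5% for PLT3 and 42.9% for PLT5 in the SAM and 45.7% for PLT3, 44.5% for PLT5 and 51.7% for PLT7 in the IM. The PLT3 shares fell below the shuffled mean, PLT5 in the IM fell below all shuffles, and the other 2 no longer lay outside them. Without IDR, 50.4% (PLT5 in the SAM) and 51.8% (PLT7 in the IM) lay within the shuffles. With protein-coding genes only, PLT5 in the IM was at 34.4%, below all shuffles.

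Without PLT5 the squared correlation with FRiP was 0.931 over 4 datasets, whose exact permutation p of 0.0833 is the smallest they allow. Genes with a peak depended on the window by construction. With 1000 bp upstream only there were 5879, 112 and 6452 (PLT3, PLT5 and PLT7 in the SAM) and 6546, 442 and 7270 (IM). With 3000 bp upstream to 1000 bp downstream there were 14885, 347 and 16233 in the SAM and 16486 (PLT3) and 1324 (PLT5) in the IM. With the midpoint rule there were 6181, 127 and 6914 in the SAM and 6603, 464 and 7660 in the IM. At an IDR threshold of 0.01 there were 103 (PLT3) and 69 (PLT5) in the SAM and 37 and 259 in the IM, with 4 AHP and NPY genes, and without IDR 1239 and 2593 for PLT5. Of the 25 named genes, 21 changed in at least 1 alternative chosen beforehand, other than a left-out replicate, with 44 changes, of which 24 were to fewer datasets and 20 to more. The midpoint rule, chosen after the values were seen, changed 7 genes, 5 to fewer datasets and 2 to more.

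In the SAM the difference between lower and higher differentially expressed genes was 33.1 points at an IDR threshold of 0.01 (Fisher's exact test, two-sided p = 0.0256), and p was between 0.0256 and 0.360 over the alternatives that used both replicates. Without 1 replicate the difference was 8.85 to 9.63 points, against 19.6 points with both. In the IM the small difference changed sign with the wider window (-1.85), an IDR threshold of 0.01 (-0.61) and PLT7 alone (-1.93), and was from -3.11 to -0.52 without 1 replicate. With 23 lower and 28 higher genes in the SAM, the depth of the gene list limits what this comparison can detect.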

Differences from the paper's values

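The peak midpoint rule and the 18 combinations below were chosen only after the values were seen. Of the PLT3 peaks in the IM, 5.96% were shared with PLT5 against the paper's 11.4%. With peaks ranked by p-value the share was 9.89%, and none of the other alternatives set before the data were examined came within 1.5 times of the paper's value. Of the PLT3 peaks in the SAM, 2.09% were shared with PLT5 against the paper's 3.58%. Ranking by p-value (3.31%) and any overlap of 1 bp (2.42%) came within 1.5 times of it, the latter with most of the gap left, and the others set before the data were examined did not. Of the PLT5 peaks in the SAM, 67.3% were shared with the IM against the paper's 88.5%, and 80.3% with peaks ranked by p-value. Of the 18 shares compared, 16 were lower than the paper's.

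At NPY4 the distance of the PLT7 summit upstream of the gene start was -22 bp in the SAM and -19 bp in the IM, which places it downstream, where the paper's value is 50 bp upstream. No alternative set before the data were examined concerns this distance. Measured from the midpoint of the peak, a choice made after the values were seen, it was 62 and 43 bp upstream.

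The paper states that peaks in each dataset lie preferentially close to the transcription start site. The share of summits within 1000 bp of a gene start was 51.6% for PLT3 in the SAM against a shuffled mean of 51.0%, and only PLT7 in the IM exceeded all shuffles. Within 500 bp, PLT3 and PLT7 in both tissues and PLT5 in the IM exceeded all shuffles, with the excess on the downstream side.

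For the genes of Fig. 2e and Fig. S3d,e, 72 of 90 combinations of gene and dataset had the same call as the paper's figures. The paper reports peaks upstream of AHP6 in both tissues, and here the IM peaks were removed with GFP. Without removal of GFP peaks they were called, as in those of the 18 combinations, chosen after the values were seen, that removed no GFP peaks or only those of both replicates. The paper reports no evidence for AHP4, and here PLT3 had peaks in both tissues. With peaks ranked by p-value or an IDR threshold of 0.01 they were not called, and the ranking used here let nearly all matched PLT3 peaks pass. NPY3 and PLT7 had no peak here, where the paper reports one. A window up to 1000 bp downstream, and the midpoint rule chosen after the values were seen, called both. In the other direction, AHP3 with PLT7 in the SAM, NPY1 with PLT7 in the SAM and PLT3 in the IM, and NPY2 with PLT3 and PLT7 were called here and not in the paper's figures. An IDR threshold of 0.01 left out AHP3, NPY2 and the NPY1 peak of PLT3, a window of 1000 bp upstream only left out the NPY1 and NPY2 peaks, ranking by p-value left out the NPY2 peak of PLT7 in the IM, and the midpoint rule, chosen after the values were seen, left out the NPY1 and NPY2 peaks. The 18 combinations, chosen after the values were seen, differed from the figures in 1 to 12 of the 90 calls, and 4 of them differed in 1. They were compared with the paper's figures and are no independent evidence.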

Other observations

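The tests of library depth, of the IDR threshold, of the removal of GFP peaks and the rule of 50% overlap between tissues and proteins, and of motif sites downstream of gene starts, and the tests and the value that decide on carry-over into GFP libraries, were chosen only after the result was seen. The number of peaks differed between the baits, with PLT5 lowest. A lower depth of the PLT5 libraries is argued against. The shallowest of them had 30114531 filtered reads in Table S3, and the deepest PLT7 library had 24072680. The number 30114531 is also given as the mapped reads of replicate 2 of PLT7 in the SAM, so that it is in doubt. The other PLT5 libraries, with 32726755 to 36485751 filtered reads, lead to the same reading without it. A difference between the proteins in affinity or in activity in vitro stays open and was not tested.

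Peaks found in one tissue and not in the other may in part reflect the comparison of replicates. Over the 6 datasets, at least 78.6% of such peaks overlapped a peak of at least 1 replicate of the other tissue, and their median rank by fold enrichment was below that of shared peaks in each dataset. The IDR threshold is argued against as the main cause for PLT7, where at most 17.6% of the peaks without a partner gained one when no IDR was applied to the other tissue, under either ranking. For PLT3, ranking by fold enrichment left nearly all matched peaks in place, so that only the ranking by p-value tests the threshold. There at most 21.4% gained a partner, which argues against it as the main cause. For PLT5 in the IM the threshold stays open as the main cause, as 55.9% of such peaks gained a partner (48.7% with ranking by p-value). For PLT5 in the SAM 25.6% did (18.2% with ranking by p-value), which argues against it there. Without the removal of GFP peaks from the other tissue at most 33.2% gained a partner, and with any overlap of 1 bp at most 20.8%, which argues against each of these steps as the main cause, though not as a part of it. The need for a peak in both replicates was examined after the values were seen. Of such peaks, 64.1% (PLT7 in the SAM), 67.5% (PLT5 in the SAM) and 64.25% (PLT5 in the IM) overlapped a peak in both replicates of the other tissue. This argues against that need as the main cause in these datasets. For PLT3 in the SAM (45.4%) and for PLT3 (20.3%) and PLT7 (22.3%) in the IM it stays open. A difference between the tissues, in DNA methylation for example, stays open and was not tested.

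At least 73.8% of the PLT3 and PLT5 peaks without a PLT7 partner overlapped a peak of at least 1 PLT7 replicate. The IDR threshold is argued against as the main cause, as at most 27.1% gained a partner without it under either ranking. For PLT5, 62.5% of such peaks in the SAM and 59.5% in the IM touched a PLT7 peak, which is in line with the rule of 50% overlap as the main cause. For PLT3 at most 20.5% did, which argues against it. Without the removal of GFP peaks from PLT7, 1.74 to 8.75% gained a partner, but the same GFP peaks had been removed from both proteins, which keeps this number low by design. The need for a peak in both PLT7 replicates is argued against as the main cause for PLT5. The PLT7 peaks that 62.5% and 59.5% of such PLT5 peaks touched had been found in both replicates. For PLT3 this need stays open.

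PLT7 peaks that overlap a PLT5 peak had a median percentile by fold enrichment of 96.1 in the SAM and 93.9 in the IM among PLT7 peaks, which is consistent with PLT5 libraries recovering the strongest PLT7 sites.

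Peaks of GFP overlapped PLT peaks, and DNA bound by PLTs may have been carried over into the GFP libraries. Carried-over DNA would bring the motif to the GFP summits about as often as to the PLT summits there. GFP summits at a PLT7 peak held a site in at most 7.15% of cases (95% interval 5.58 to 9.12%), against 46.4% of the summits of those PLT7 peaks in the SAM and 42.7% in the IM. For PLT3 they held one in at most 6.03%, against 42.9% and 39.5%, and for PLT5 in the IM in at most 4.43%, against 55.6%. This argues against carry-over as the main cause of the overlap in these datasets. For PLT5 in the SAM, 4.08% of the GFP summits held a site in replicate 1 (95% interval 1.13 to 13.7%). In replicate 2, 8.16% did (3.22 to 19.2%). Of the 72 PLT5 summits there, 36.1% held one (25.98 to 47.65%). The intervals of GFP and PLT5 do not overlap, which argues against carry-over as the cause of all of this overlap. The upper limit of 19.2% is too high to exclude that carry-over caused most of it. With 49 GFP summits in each library, carry-over as the main cause stays open for PLT5 in the SAM. The PLT7 peaks that overlap a GFP peak were not among the strongest, with a median percentile by fold enrichment of 43.1 in the SAM and 42.7 in the IM, against 50.4 and 50.8 for the others. GFP summits away from PLT7 peaks held a site less often, in 1.90% and 1.43% of cases in the SAM and 1.17% and 1.22% in the IM. Carry-over in a small part of the overlap therefore stays open.

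PLT summits were fewer than shuffled positions within 500 bp upstream of gene starts and more frequent within 500 bp downstream. Motif sites themselves may explain this. Of the best-scoring 24233 sites of the genome 51.3% lay in PLT7 peaks of the IM, so that only sites outside peaks test it. Of the 8382 sites outside the peaks of all PLT libraries, 17.3% lay within 500 bp downstream, above the shuffled maximum of 15.8%, and 9.00% within 500 bp upstream, below the shuffled minimum of 12.4%. The matrix was built from PLT7 summits, which this test does not remove. The removal of GFP peaks, which lie upstream of gene starts, is argued against for PLT7 in the IM, since 11.5% of its summits lay within 500 bp upstream without the removal, still below the shuffled minimum of 12.8%. PLT5 in the IM had no shortage to explain, as 12.2% lay there with the removal, above the shuffled minimum of 11.2%. For a distance of 1000 bp, 52.0% of the best-scoring motif sites and at least 59.0% of the peaks of each GFP library lay near a gene start. These values decide nothing about the PLT summits, whose share lay within the range of the shuffles in 4 of the 6 datasets, above it for PLT7 in the IM and below it for PLT5 in the SAM.

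Of the differentially expressed genes with lower expression in plt3 plt7, 16 of 23 (69.6%) had a peak in the SAM, and 14 of 28 (50%) of those with higher expression (odds ratio 2.29, 95% interval 0.628 to 8.65, Fisher's exact test, two-sided p = 0.253). For the IM they were 51.5% of 206 and 51.1% of 88 genes (Fisher's exact test, two-sided p = 1). Whether PLTs act mainly as activators cannot be told apart from chance with these lists. The AHP and NPY genes with a peak, 7 of 11, were no more than random draws give (p of at least as many 0.386), which is in line with the share of all genes that have a peak.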
